# Multi‐omics analysis of ion channels expressed by chicken embryo vestibular type I and type II hair cells

**DOI:** 10.1113/EP094078

**Published:** 2026-09-15

**Authors:** Giulia Cheli, Roberta Giunta, Francesca Stella, Eleonora Guidi, Umberto Laforenza, Mariarosa Polimeni, Giancarlo Russo, Francesca Borgo, Lazarevic Dejan, Sergio Masetto

**Keywords:** hair cell, ion channel, patch clamp, patch‐sequencing, transcriptomics, vestibular hair cell

## Abstract

Balance and gaze rely on the rapid and accurate detection and signalling of head movements by vestibular type I and type II hair cells. Signal transduction and transmission involve several types of ion channels, which are acquired progressively during hair cell differentiation and whose identity is known only in part. In the present study, we adopted a multi‐omics approach to identify the molecular nature of ion channels expressed by chicken vestibular hair cells between embryonic day 15 and embryonic day 21, the day of hatching, when both type I and II hair cells appear functionally mature. Type I hair cells are characterized by the expression of a low‐voltage‐activated outward rectifying K^+^ current, termed *I*_KL_. In adult mice, *I*_KL_ is carried by the K_V_1.8 α‐subunit, although it is still debatable whether the K_V_7.4 α‐subunit contributes to *I*_KL_ in immature mouse type I hair cells. In this study, no effect of linopirdine, a specific blocker of K_V_7 channels, was found in either immature or mature type I or II hair cells. Furthermore, whole‐organ RT‐PCR and transcriptome analysis showed no expression of the K_V_7.4 α‐subunit transcript, while detecting the transcript for the K_V_1.8 subunit. Its expression in type I and II hair cells was finally confirmed by patch‐sequencing experiments. Further analysis of the transcriptomes of individual hair cells revealed the presence of transcripts for several other α and auxiliary subunits of Na^+^, K^+^ and Ca^2+^ channels, which are, presumably, responsible for the ionic currents recorded in both birds and mammals.

## Abstract (highlights)

- **What is the central question of this study?**
  What are the molecular identities of the ion channels expressed by vestibular type I and type II hair cells?
- **What is the main finding and its importance?**
  By using the patch‐sequencing technique, we have provided the first single‐cell transcriptomic datasets from electrophysiologically identified vestibular type I and type II hair cells. Defining the nature of ion channels expressed by vestibular hair cells is essential to understanding the mechanism of signal processing, assessing the cause of peripheral vestibular disorders and developing effective pharmacological treatments.

## 1 INTRODUCTION

In the vestibular organs of amniotes (reptiles, birds and mammals), head movements are sensed and signalled to the nervous system by two types of sensory cells, named type I and type II hair cells, which differ in morphology, innervation and electrophysiological properties (Eatock & Songer, 2011). Type I and II hair cells begin to differentiate early during prenatal development, through the timely and orchestrated addition, regulation and replacement of distinct voltage‐gated ion channels (Corns et al., 2014). In chicken embryos (Masetto et al., 2000), an inward Ca^2+^ current (*I*_Ca_) and a slow outward rectifying K^+^ current (*I*_KV_) are already present at embryonic day (E)10, followed by a rapid transient K^+^ current of A‐type (*I*_KA_) at E12, a Ca^2+^‐dependent K^+^ current (*I*_KCa_) at E14, a hyperpolarization‐activated cationic current (*I*_h_) around E16, and the fast inward rectifying K^+^ current (*I*_Kir_) around E19. From E17, some hair cells start to express *I*_KL_, the signature current of mature type I hair cells (Rennie & Correia, 1994; Rüsch & Eatock, 1996). A voltage‐dependent Na^+^ current (*I*_Na_) was also found in most hair cells from E14 (Masetto et al., 2003). Close to hatching (E21), hair cell complements of ion currents appear similar to those reported for the mature avian crista (Masetto & Correia, 1997).

In comparison, the prenatal development of voltage‐gated ion channels in hair cells has been less studied in mammals. Except for a study on mouse embryos showing the prenatal appearance of *I*_KV_ at E13, *I*_KA_ at E14, *I*_Na_ and *I*_Kir_ at E15, and *I*_KL_ at E18 (Géléoc et al., 2004), most studies have been performed on neonatal rodents and show that final maturation of many type I and II hair cells occurs postnatally (Eatock & Hurley, 2003; Li et al., 2009; Rüsch et al., 1998). Indeed, *I*_h_ was not found in prenatal mouse hair cells (Géléoc et al., 2004), first appearing at postnatal day (P)3 (Rüsch et al., 1998).

The above complex developmental scenarios, combined with the limited availability of specific drugs, has made it difficult to identify the molecular substrate of the ionic currents recorded from developing and mature type I and II vestibular hair cells.

In the mouse genome, 40 genes are known to encode pore‐forming (α) subunits of voltage‐gated K^+^ channels (identical to those in humans; Jegla et al., 2009), whereas most extant birds possess 38 such genes (which, compared with mice, lack the genes for the K_V_1.7, K_V_3.3 and K_V_4.1 α‐subunits but include the gene for K_V_7.1; Jiang et al., 2025), classified into 12 subfamilies. These subunits can assemble into homo‐ or heterotetramers and often associate with various auxiliary subunits to form functional channels that differ in their functional properties and pharmacology.

In the present study, we used a multi‐omics approach to investigate the nature of voltage‐gated ion channels in type I and II hair cells of the vestibular crista of the chicken embryo in the last week of development. Our results show that the K_V_7.4 α‐subunit, reported to sustain *I*_KL_ in immature but not mature mouse type I hair cells (Holt et al., 2007), was not expressed in type I and type II hair cells, based on the lack of effect of the specific blocker, linopirdine. Type II hair cells were included in the analysis because it has been reported that selective pharmacological blockers of K_V_7.1 to K_V_7.4 subunits reduce the delayed‐rectifier K^+^ current in developing type II hair cells of the rat utricle (Hurley et al., 2006) and the residual K^+^ current in mature type I and type II hair cells of *Kcna10* ^−/−^ mice, which lack the K_V_1.8 (Martin et al., 2024). Consistent with patch‐clamp recordings, RT‐PCR (E16 and E20) and transcriptomic (E16) analysis of the whole vestibular organ (semicircular canal crista) showed the absence of the mRNA for the K_V_7.4 subunit. The latter approach, however, revealed the expression at these time points of the mRNA for the K_V_1.8 α‐subunit, which is responsible for *I*_KL_ in adult mouse type I hair cells (Martin et al., 2024). Because it cannot be ruled out that non‐sensory cells express the K_V_1.8 α‐subunit and because there are no specific blockers for the K_V_1.8 α‐subunit that can be tested in patch‐clamp recordings, we envisioned an additional approach, as follows. The advent of next‐generation sequencing has made it possible to obtain the complete transcriptome from a single cell, overcoming the limitations of bulk sequencing. We therefore performed, for the first time, patch‐sequencing (Patch‐seq) experiments on vestibular hair cells. Patch‐seq is a recent, technically challenging but powerful technique that combines whole‐cell patch‐clamp recording with RNA sequencing in the same cell (Cadwell et al., 2016; Lipovsek et al., 2020). We obtained high‐quality results from an E20 type I and an E19 type II hair cell, showing the expression of the K_V_1.8 α‐subunit, while confirming the absence of the K_V_7.4 α‐subunit, in both. Further analysis of their transcriptome revealed the presence of mRNA for the Na_V_1.7 α‐subunit, accounting for *I*_Na_, the Ca_V_1.3 α‐subunit alone for *I*_Ca_, previously unreported K^+^ channel α‐subunits (K_V_1.6, K_V_4.2 and K_Ca_1.1), and other proteins characteristic of hair cells.

## 2 MATERIALS AND METHODS

### 2.1 Ethical approval

Animal procedures on chicken embryos conform to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. The study protocol did not require the authorization of the Ministry of Health, as indicated in the Legislative Decree 4 March 2014, no. 26, following the implementation of Directive (2010)/63/EU on the protection of animals used for scientific purposes.

### 2.2 Surgical dissection

Fertilized chicken (Isa Brown) eggs of both sexes were obtained by a local supplier and incubated at 37.7°C. All experiments were performed in situ on hair cells in whole vestibular epithelia dissected from chicken embryos between E16 and E21.

Once removed from the eggs, embryos were decapitated following brief anaesthesia with 2‐bromo‐2‐chloro‐1,1,1‐trifluoroethane (halothane), and semicircular canals with their ampullae containing the sensory crista were dissected in chilled extracellular solution (mM): 145 NaCl, 3 KCl, 2 CaCl_2_, 0.6 MgCl_2_, 5.6 d‐glucose, 15 HEPES; pH adjusted to 7.4 with NaOH; osmolality ∼310 mosmol kg^−1^) under a stereomicroscope (Leica MZ95).

### 2.3 Whole‐cell electrophysiology

Following exposure of the sensory crista by cutting the edge of the ampulla, the dissected organ was immobilized at the bottom of the recording chamber by a nylon mesh glued to a silver ring. Hair cells were viewed using an upright microscope (Olympus BX51WI, Evident Corporation) equipped with a ×60 water immersion objective. The precise position of the recorded hair cell within the sensory epithelium was not determined. Hair cells in the sensory organs were approached from their basolateral membrane. Cellular debris was gently removed using the tip of a patch pipette to facilitate access (for details, see Contini et al., 2012), and recordings were obtained with a second patch pipette. A major complication when recording from type I hair cells is the presence of the calyx, which almost completely encloses the basolateral membrane of the type I hair cells. In adult mice, even after piercing by the tip of the patch pipette the calyx remains firmly attached to the hair cells, which can be inferred by the accumulation of K^+^ in the calyceal synaptic cleft during a large outward K^+^ current elicited in the hair cell (Spaiardi et al., 2017, 2025). In the chicken embryo, intercellular K^+^ accumulation was also observed, confirming the parallel development of *I*_KL_ and the calyx previously reported (Masetto et al., 2000).

Whole‐cell patch‐clamp experiments were conducted at room temperature (22°C) using an Axopatch 200B amplifier (Molecular Devices, San Jose, CA, USA). Voltage protocol application and data acquisition were controlled by pClamp v.11.2 software using a Digidata 1550B board (Molecular Devices, San Jose, CA, USA). Voltage‐clamp recordings were low‐pass filtered at 5 kHz (four‐pole Bessel) and sampled at 50 kHz. Data analysis was performed using Clampfit (Molecular Devices, San Jose, CA, USA) and OriginPro 9.0 software (OriginLab, Northampton, MA, USA).

Patch pipettes (4–7 MΩ) were pulled from borosilicate glass capillaries (World Precision Instruments, Hitchin, UK). The patch pipette filling solution contained (mM): 134 KCl, 2 MgCl_2_, 1 CaCl_2_, 11 EGTA and 10 HEPES. pH was adjusted to 7.4 using KOH (osmolality: 290 mosmol kg^−1^).

The voltages presented in the figures and text were not adjusted for the liquid junction potential with the intracellular solution (resulting in a 3 mV negative potential inside the pipette); hence, nominal voltages are reported. Leak current subtraction was not performed.

Linopirdine (Merck, Darmstadt, Germany) was dissolved initially in DMSO, then introduced into the extracellular solution to achieve a final concentration of 10 or 100 µM L^−1^. In preliminary experiments, we assessed that the quantity of DMSO added to the extracellular solution (1%) did not by itself affect the electrophysiological responses recorded from the hair cells.

Linopirdine was perfused by a multi‐barrelled pipette placed ∼50 µm from the target cell. Each cell was initially recorded in control conditions, then exposed to linopirdine. The drug was washed off by 60 s of superfusion with bath solution and exchange of the bath solution using a peristaltic pump. The preparation was changed after each perfusion to avoid recording from cells that had already been exposed to the drug.

Current responses were analysed offline. Current–voltage (*I*–*V*) relationships were built by normalizing peak and steady‐state current amplitudes to the maximal current measured in control conditions and plotting normalized values against membrane potential.

### 2.4 RNA extraction and RT‐PCR

For gene expression analysis, cells were isolated from 64 semicircular canal cristae from chicken embryos at E16 and E20, and pooled. Total RNA was extracted using the ReliaPrep™ RNA Miniprep Systems (Z6010, Promega, Italy), following the manufacturer's instructions. Complementary DNA (cDNA) was synthesized using the M‐MLV Reverse Transcriptase M1701 (Promega, Milan, Italy) with random hexamers in a total reaction volume of 20 µL, as previously described (Pellavio et al., 2022). Primers for the target and reference genes (Table 1) were validated for specificity using BLAST analysis. Quantitative PCR (qPCR) was performed on the Applied Biosystems StepOnePlus™ Real‐Time PCR System (Thermo Fisher Scientific, Monza, Italy) using Hot Disco Taq 2X Master Mix (catalogue no. 257685; Biosigma S.p.A., Dominique Dutscher Group, Cona, Venice, Italy). The cycling conditions were as follows: initial denaturation at 95°C for 15 min, followed by 40 cycles of denaturation at 95°C for 30 s, annealing at 58°C for 45 s and extension at 72°C for 60 s. No‐template controls were included to monitor contamination. Melt‐curve analysis confirmed the presence of a single amplicon and the absence of primer dimers. PCR products were also resolved on an agarose gel, stained with ethidium bromide, and visualized using the iBright™ CL1000 Imaging System with the accompanying software (Thermo Fisher Scientific, Monza, Italy). Molecular weights were determined by comparison with the DNA Molecular Weight Marker VIII (Roche Molecular Biochemicals, Italy). Samples were expressed as ΔCt values, obtained as follows:

$$\Delta Ct=Ct_{\mathrm{target}}-Ct_{\mathrm{geo}},$$

where $Ct_{\mathrm{geo}}$ is the geometric mean of the Ct values of the two housekeeping genes, Actin Beta (*Actb*) and Hypoxanthine Phosphoribosyltransferase 1 (*Hprt1*), calculated using the formula below:

$$\;Ct_{\mathrm{geo}}=\sqrt{Ct_{Actb}\;\times \;Ct_{Hprt1}}.$$

**TABLE 1:** Primer sequences used for RT‐PCR.

Gene	Gene	Primer sequence		Size (bp)
Actin beta	*ACTB*	F	5′‐CCACACCCCTGTGATGAAACA‐3′	280
		R	5′‐CCTTCACAGAGGCGAGTAACT‐3′	
Calbindin 1	*CABI*	F	5′‐TGGCACTGAAATCCCACTGAA‐3′	118
		R	5′‐TAACATGCCAAGACCAAGGCT‐3′	
Calretinin	*CARE*	F	5′‐TTTCAGGGGATGAAGCTGTCC‐3′	121
		R	5′‐TCTCGTAGAGGTCCTTCAGCA‐3′	
Myosin VIIA	*MYOS*	F	5′‐TGCTTGTCTCATCTTCCACCC G‐3′	111
		R	5′‐CCCTCTACTCTCCCAGACACA‐3′	
Hypoxanthine phosphoribosyltransferase 1	*HPRT1*	F	5′‐TGCACTGATCTGAAGTGCAGG‐3′	147
		R	5′‐GCTGCAAAGATGCTTGTCTGA‐3′	
Potassium voltage‐gated channel subfamily Q member 2	*KCNQ2*	F	5′‐GCTAGGGGAATGCTCTGAACC‐3′	125
		R	5′‐ATTTCTGTGCTCCCTGGGTTG‐3′	
Potassium voltage‐gated channel subfamily Q member 4	*KCNQ4*	F	5′‐GGCCAAGAGGAAGTTCAAGGA‐3′	337
		R	5′‐CAGACTGAAGGAGTTGGCTGA‐3′	
Potassium voltage‐gated channel subfamily Q member 5	*KCNQ5*	F	5′‐GCTGCCAGTTGCAAGATACAC‐3′	144
		R	5′‐ACAATGTGACAGTAGTGGCGT‐3′	
Potassium voltage‐gated channel subfamily B member 1	*KCNB1*	F	5′‐CTGACTCTGGGAGGTTTTCCC‐3′	135
		R	5′‐TGCCTTCACAGCTTGGGTTTA‐3′	
Potassium voltage‐gated channel subfamily A member 3	*KCNA3*	F	5′‐ATGTTTCCACCTTTTGCACCG‐3′	113
		R	5′‐GCATCACTCCGGTCCGAATTA‐3′	
Potassium voltage‐gated channel subfamily A member 4	*KCNA4*	F	5′‐TTGCTTTACCAGTGCCAGTGA‐3′	121
		R	5′‐TTTGTTGGGAGGTAAGGGCAA‐3′	
Potassium voltage‐gated channel subfamily A member 10	*KCNA10*	F	5′‐TTTGAGTACCCCGAAAGCTCC‐3′	115
		R	5′‐CCTCTCTGAACTCTGGCAAGG‐3′	
Potassium voltage‐gated channel modifier subfamily G member 4	*KCNG4*	F	5′‐TTCTTTGCAACACCTTGAGCC‐3′	100
		R	5′‐CTTCCTCTGTATGCCTGGGTG‐3′	
Potassium voltage‐gated channel subfamily H member 7	*KCNH7*	F	5′‐ACAGCCTCAGAAGACAACCTG‐3′	112
		R	5′‐AGGAAGGGTGCCTGATTGATG‐3′	
Potassium inwardly rectifying channel subfamily J member 2	*KCNJ2*	F	5′‐TCCCGGAAAAGACAAAGGGTC‐3′	129
		R	5′‐TTACAATGGTCGTGAGCAGCC‐3′	
Potassium inwardly rectifying channel subfamily J member 5	*KCNJ5*	F	5′‐GCTCCTACATGGACACAGAGG‐3′	128
		R	5′‐GCACACAGGAGTGTTGGTTTC‐3′	
Potassium inwardly rectifying channel subfamily J member 11	*KCNJ11*	F	5′‐AGAGCATTATGGACACCGTGC‐3′	131
		R	5′‐GCCCTAACACAGTTTCCCAGT‐3′	
Hyperpolarization activated cyclic nucleotide gated potassium channel 1	*HCN1*	F	5′‐CTTGCCAAGGGATTCTTCTGC‐3′	116
		R	5′‐CTCAGTTTGTCGCAAGTCTGC‐3′	

*Note*: Annealing temperature used was 58°C.

Abbreviations: F, forward; R, reverse.

Relative expression was calculated with the ΔΔCt method, which was then applied to determine the fold change in gene expression according to the following formula:

$$\mathrm{Fold}\;\mathrm{change}=-2^{\left(\Delta Ct_{E20}-\Delta Ct_{E16}\right)}.$$

### 2.5 Whole‐organ transcriptomics

Ampullary cristae were dissected from 22 chicken embryos at E16, and total RNA was extracted using QIAzol Lysis Reagent (Qiagen, Italy). Bulk RNA sequencing was carried out on a single biological sample processed at 500 pg RNA input level. Reverse transcription and amplification were performed with the SMART‐Seq Low Input RNA Kit (Takara Bio). Amplified cDNA was subsequently fragmented, ligated to adapters, and indexed using the Nextera XT DNA Library Preparation Kit (Illumina). Final libraries were sequenced on an Illumina NovaSeq 6000 platform, producing paired‐end reads in FASTQ format according to standard Illumina protocols. Sequencing reads were processed with the Illumina DRAGEN Bio‐IT Platform. A custom *Gallus gallus* reference genome (Ensembl GRCg7b assembly) was generated with the DRAGEN Reference Builder, incorporating both FASTA and GTF annotation files. Alignment was performed using the DRAGEN RNA pipeline under default settings, and all downstream analyses followed the standard DRAGEN workflow. The full transcriptomic dataset is available at NCBI Gene Expression Omnibus (GEO) data repository (GSE336620).

### 2.6 Patch‐sequencing

#### 2.6.1 Patch‐sequencing preparation procedures

To ensure RNase‐free conditions for Patch‐seq experiments (Lipovsek et al., 2020), all materials, including glassware, spatulas, stir bars and pipettes, were autoclaved and subsequently sterilized by exposure to ultraviolet irradiation. Work surfaces were decontaminated with 70% ethanol (Sigma‐Aldrich, St. Louis, MO, USA) prepared in DEPC‐treated water (Invitrogen, Waltham, MA, USA) and treated with RNaseZap (Sigma‐Aldrich, St. Louis, MO, USA) to prevent RNase contamination.

The extracellular solution maintained the same composition as described above, whereas the intracellular solution was prepared with a lower KCl concentration (106 mM). This adjustment was necessary because the addition of RNase inhibitor (Qiagen, Venlo, The Netherlands) and glycogen (Thermo‐Scientific, Waltham, MA, USA) increased the final osmolarity of the solution by ∼50 mosmol L^−1^. However, presumably because the osmotic difference between the extracellular and intracellular solutions was not perfectly balanced, we noticed that the current recordings were less stable, which is why in Figure 8 the baseline currents at the holding voltage of −70 mV have been adjusted to zero.

Both solutions were filtered through sterile 0.2 µm filters, then aliquoted and stored at −4°C until use.

On the day of the experiment, 2 µL of RNase inhibitor and 0.25 µL of glycogen were added to 250 µL of intracellular solution to preserve RNA integrity.

Patch pipettes (≤5 MΩ), were pulled from borosilicate glass capillaries (World Precision Instruments, Hitchin, UK) and filled with 2 µL of intracellular solution using gel‐loading tips to ensure accurate loading of the small volume.

#### 2.6.2 Patch‐clamp recording and cytoplasm extraction

To minimize RNA contamination, these experiments were performed in a different room, with a dedicated set‐up equipped with an upright microscope (Zeiss 2 FS plus, Göttingen, Germany) with a ×67 water immersion objective, an Axopatch 200B amplifier (Molecular Devices, San Jose, CA, USA) and a Digidata 1440A board (Molecular Devices, San Jose, CA, USA). Voltage protocols and data acquisition were controlled by pClamp v.10.3 software. Current recordings were low‐pass filtered at 5 kHz (four‐pole Bessel) and sampled at 50 kHz. Whole‐cell patch‐clamp experiments were conducted at room temperature (22°C) on hair cells in situ in vestibular sensory epithelia dissected from chicken embryos between E19 and E20 (see Section 2.2).

The Patch‐seq technique requires the establishment of a stable giga‐ohm seal not only to ensure high‐quality electrophysiological recordings, but also to preserve the integrity of cytoplasmic material and to avoid contamination from the extracellular environment. Once whole‐cell configuration was achieved, a recording protocol was initiated to identify the hair cell type based on electrophysiological properties.

At the end of the recording, negative pressure was reapplied until the cell showed a marked reduction in size; this phenomenon indicated that the cytoplasm had been aspirated into the patch pipette. Once this had been achieved, the pipette tip was moved into contact with the nucleus to perform ‘corking’, a step aimed at reducing contamination from the extracellular solution and improving RNA yield and transcriptomic data quality (Lipovsek et al., 2020). During this phase, negative pressure was maintained and the access resistance monitored; variation of access resistance was considered indicative of seal formation onto the nucleus.

After confirming the presence of the nucleus at the pipette tip, the pipette was slowly and gradually retracted to detach the hair cell from the surrounding tissue. Before withdrawing the pipette from the bath solution, the absence of debris attached to the cell outer surface was checked carefully by focusing with the objective. The aspirated cellular content was then expelled into a collection tube containing 2 µL of lysis buffer, placed on a metal plate kept in contact with dry ice. Samples were subsequently stored at −80°C until sequencing. The cytoplasm extraction procedure lasted no longer than 5 min to reduce the risk of RNA degradation.

Each cell was assigned a qualitative (not numerical) score, and only samples meeting the predefined criteria were processed for sequencing (for better details, see Lipovsek et al., 2020: figure 3). Criteria included: maintenance of the electrical seal throughout the entire extraction procedure, absence of debris on the external pipette surface, no contact of the pipette tip with external surfaces before immersion in lysis buffer, and total extraction time <10 min.

#### 2.6.3 Sample preparation and library construction

Based on the scores obtained during cytoplasmic extraction, a total of 12 hair cells were selected for transcriptome analysis. Two of them, however, showed human DNA contamination, and eight showed suboptimal transcript counts. Ultimately, only one type I and one type II hair cell were obtained with sufficient RNA quality to generate high‐confidence sequencing data. However, low‐expressing transcripts might be underrepresented owing to inefficient RNA capture and suboptimal reverse transcription efficiency, compounded by variability in RNA integrity. Consequently, absence of detection cannot be interpreted with certainty as true biological absence, meaning that false negatives remain a significant concern. We attempted to overcome this limitation by comparing single‐cell data with bulk data for those transcripts expected to be present in hair cells based on the literature.

Library preparation was conducted directly on cell lysates immediately following recovery using a lysis buffer. Full‐length cDNA was generated using the SMART‐Seq v.4 Ultra Low Input RNA Kit (Takara Bio USA, Ann Arbor, MI, USA) according to the manufacturer's instructions, with 18 cycles of PCR amplification. This technology leverages the template‐switching activity of reverse transcriptase to enrich for full‐length cDNAs and attach defined adapters to both ends of the first‐strand cDNA, ensuring accurate representation of the original mRNA transcripts, including the 5′ ends.

The quality and size distribution of the resulting cDNA were assessed using the High Sensitivity D5000 ScreenTape Assay on a 4200 TapeStation System (Agilent Technologies). Sequencing libraries were subsequently prepared using the Illumina Prep kit (Illumina, San Diego, CA, USA) following the manufacturer's protocol, with the tagmentation step reduced to 2 min. This procedure uses a transposase‐based tagmentation mechanism simultaneously to fragment the cDNA and ligate sequencing adapters. Final libraries were quantified via TapeStation, pooled at a 1 nM concentration, and sequenced (1 × 100 bp) on the Illumina NovaSeq 6000 platform. The full transcriptomic dataset is available at NCBI Gene Expression Omnibus (GEO) data repository (GSE336620).

### 2.7 Statistics

For electrophysiological recordings, statistical analysis was performed by Prism GraphPad v.8.0 Software (San Diego, CA, USA). Following Shapiro–Wilk normality test, a mixed‐effects model was applied to analyse repeated‐measures data with missing values, specifically for the analysis of outward currents in type I and type II hair cells. Tukey's test was used for *post hoc* comparisons. To assess the effect of linopirdine on inward currents in type II hair cells, data were first tested for normality using the Shapiro–Wilk test, then analysed using either Student's paired *t‐*test or a Wilcoxon matched‐pairs signed rank test for parametric and non‐parametric data, respectively.

For RT‐PCR experiments, all statistical analyses were performed on ΔCt values, as recommended by the MIQE (Minimum Information for Publication of Quantitative Real‐Time) guidelines (Bustin et al., 2009). Differences between groups were evaluated using Student's unpaired *t*‐test.

All numerical values and *P*‐values are listed in the tables in the Appendix. In the text, *n* = number of cells, and mean values are quoted as the means ± SD. In all figures, the level of statistically significant difference is as follows: *P ≤ 0.05, **P ≤ 0.01 and ***P ≤ 0.001.

## 3 RESULTS

### 3.1 Patch‐clamp recordings

A voltage‐step protocol was used, which is best suited for describing the macroscopic currents expressed by type I and II hair cells, consisting of an initial holding potential (*V*_hold_) of −70 mV, followed by a hyperpolarizing step to −120 mV for 150 ms, then 10 mV steps between −70 and 40 mV for 500 ms, followed by a step to −40 mV for 200 ms and a final return to *V*_hold_ of −70 mV. Type I and type II hair cells were distinguished depending on the presence or absence of *I*_KL_ as illustrated below.

### 3.2 Effects of linopirdine on type II hair cells

To assess the contribution of the K_V_7.4 α‐subunit (also known as KCNQ4) to the outward K^+^ current, we tested the effect of 10 µM linopirdine, a concentration at which it specifically blocks KCNQ2–KCNQ5 channels (Brown & Passmore, 2009). Initially, we examined the effect of linopirdine on the current responses recorded from type II hair cells. These cells showed variable combinations of transient (*I*_KA_) and sustained (*I*_KV_) outward K^+^ currents, as shown by the two representative examples in Figure 1.

**FIGURE 1:**
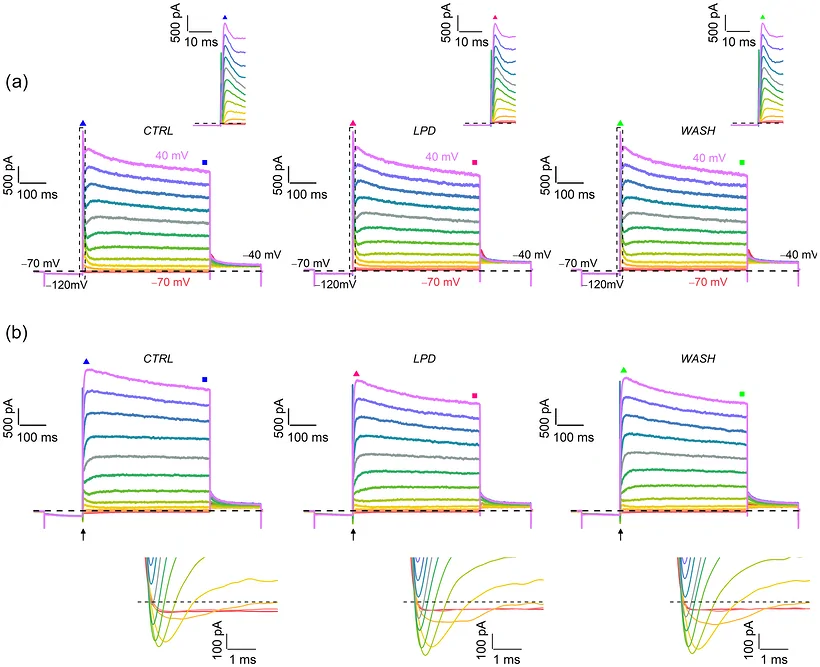
Effects of linopirdine on type II hair cells. (a) Representative current response from a type II hair cell (embryonic day 19), showing a large transient A‐type K^+^ current (*I*_KA_) in control conditions (CTRL; left panel), during perfusion of 10 µM linopirdine (LPD; central panel) and after wash‐out (WASH; right panel). Currents were elicited using the voltage protocol described in the text. The dashed rectangle frames *I*_KA_, which appeared immediately after the capacitive artifact. The corresponding expanded traces are shown above each panel. The filled triangles indicate the time point at which the peak current was measured, and the steady‐state current was measured towards the end of the depolarizing steps (filled squares). (b) Representative whole‐cell currents recorded from a type II hair cell (embryonic day 20) expressing a small *I*_KA,_ distinguishable only at less depolarized voltages, and a predominant delayed rectifier current (*I*_KV_) in control conditions (left panel), in the presence of 10 µM LPD (central panel) and after wash‐out (right panel). The expanded traces at the bottom show the Na^+^ current (*I*_Na_), which was detectable in this cell upon depolarization from −120 mV (arrow), on an expanded base time.

We found that, as in the examples shown in Figure 1 and despite the variable contribution of *I*_KA_ and *I*_KV_ to the macroscopic current recorded from different type II hair cells, linopirdine produced only a small reduction of the steady‐state outward current at most depolarized membrane potentials (≥0 mV). The average normalized current–voltage (*I*–*V*) relationships for peak and steady‐state outward currents are shown in Figure 2 (all numerical values are provided in the Appendix, Tables A1 and A2). Given that, at most depolarized voltages, the increasing speed of activation of *I*_KV_ makes it impossible to distinguish the peak of *I*_KA_, peak amplitude was measured only up to −20 mV (Figure 2a). Statistical analysis revealed no significant differences in peak current before and after perfusion with 10 µM linopirdine across the voltage range shown (Figure 2b). The steady‐state current, which was measured toward the end of the depolarizing voltage steps, was measured up to 40 mV (Figure 2c). Because *I*_KA_ inactivates rapidly (e.g., the inactivation time constant was 29 ms at −20 mV for the cell response shown in Figure 1a), the steady‐state current measured towards the end of the 500 ms at most depolarized voltage steps consisted solely of *I*_KV_. A small albeit significant reduction of the steady‐state current was seen after linopirdine at depolarized voltages starting from 0 mV (Figure 2d, red asterisks). However, following wash‐out of the drug, the outward current recovered only minimally, suggesting that most, if not all, of the observed reduction could be attributed to current rundown.

**FIGURE 2:**
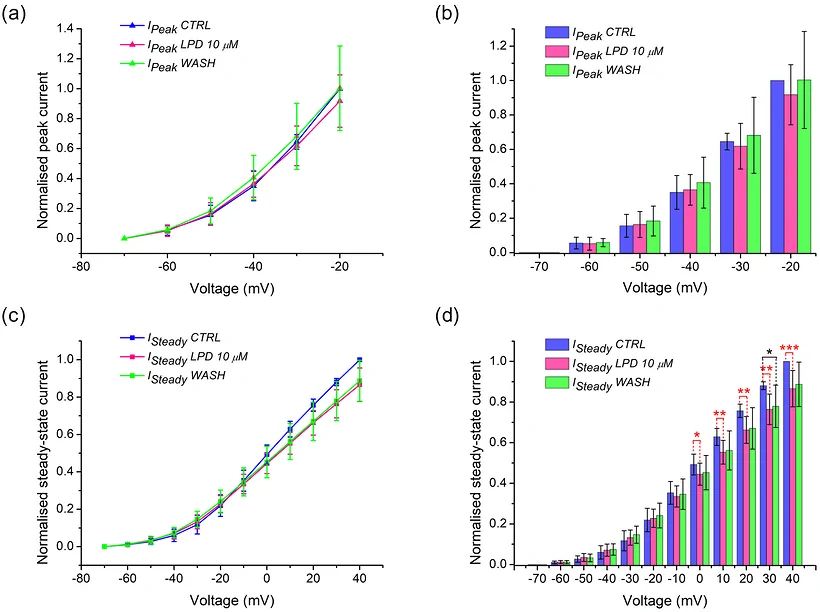
Average effects of linopirdine on peak and steady‐state K^+^ currents in type II hair cells. Average normalized current–voltage (*I–V*) relationship of the peak (a,b) and steady‐state (c,d) outward K^+^ current recorded from type II hair cells (*n* = 12; range embryonic day 15–21) in control conditions (blue), during application of 10 µM linopirdine (pink) and after wash‐out (green). (a,c) Averaged *I–V* curves. (b,d) Corresponding bar plots with statistical analysis. Linopirdine (10 µM) did not significantly affect peak current amplitudes (a,b), whereas it induced a significant reduction of the steady‐state current only at positive membrane potentials (c,d). Red asterisks indicate statistically significant differences between control and linopirdine conditions; black asterisks indicate statistically significant differences between control and wash‐out.

The presence of the inward rectifying mixed Na^+^/K^+^ currents (*I*_h_) and of the inward (anomalous) rectifying K^+^ current (*I*_Kir_) was assessed by analysing the current responses elicited by a hyperpolarizing step to −120 mV from *V*_hold_ of −70 mV (Figure 3). Although linopirdine is considered a specific blocker of K_V_7 channels in mammalian cells, we nevertheless tested this drug at concentrations of 10 and 100 µM on inward rectifying currents expressed by chicken embryo type II hair cells. No effect was found at either concentration; therefore, data were pooled. In *I*_h_‐expressing cells, the average steady‐state current showed a slight, non‐significant reduction (−191.19 ± 110 pA in control conditions vs. −165.25 ± 98 pA in linopirdine; *n* = 8; *W* = 24, *P* = 0.1094, Wilcoxon matched‐pairs signed rank test). In *I*_Kir_‐expressing cells, neither the average peak current (−204.96 ± 53 pA, vs. −185.72 ± 39 pA in linopirdine; *n* = 5; *t* = 1.918, d.f. = 4, *P* = 0.1276, Student's paired *t*‐test) nor the average steady‐state current (−194.15 ± 47 vs. −173.90 ± 37 pA; *n* = 5; *t* = 2.437, d.f. = 4, *P* = 0.0715, Student's paired *t*‐test) was significantly affected.

**FIGURE 3:**
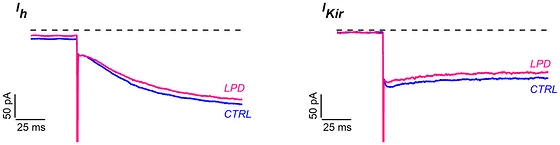
Effect of linopirdine on inward rectifying currents in type II hair cells. Representative inward currents recorded from two type II hair cells in response to a hyperpolarizing step at −120 mV from *V*_hold_ of −70 mV. The left panel shows a cell expressing the mixed Na^+^/K^+^ inward current, *I*_h_. The right panel shows a cell expressing the inwardly rectifying K^+^ current, *I*_Kir_. For both cells, inward currents were recorded in control conditions (CTRL) and during application of 100 µM linopirdine. No effects of linopirdine were detectable.

### 3.3 Effects of linopirdine on type I hair cells

The effect of 10 µM linopirdine was also assessed in type I hair cells, identified by the presence of *I*_KL_, which is largely active at a *V*_hold_ of −70 mV and therefore shows a pronounced deactivation when the cell is hyperpolarized to −120 mV from *V*_hold_. Representative current responses are shown in Figure 4. Linopirdine did not produce clear changes in the macroscopic current amplitude or kinetics of *I*_KL_.

**FIGURE 4:**
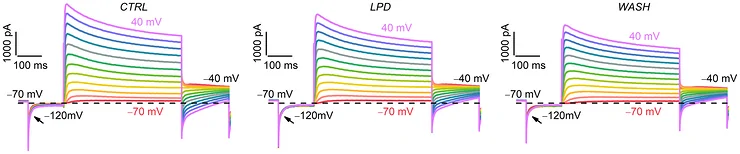
Effects of linopirdine on type I hair cells. Representative current responses recorded from a type I hair cell (embryonic day 18) in control conditions (CTRL; left panel), during perfusion of 10 µM linopirdine (LPD; central panel) and after wash‐out (WASH; right panel). Currents were elicited using the same voltage protocol as for type II hair cells and described at the beginning of the Results section. The arrow indicates the *I*_KL_ deactivation time course. Note that *I*_KL_ deactivates completely during the 150 ms hyperpolarizing step of −120 mV. Also note that the outward K^+^ current elicited by voltage steps between −70 and 40 mV shows increasing relaxation with increasing depolarization and that the instantaneous tail current upon repolarization to −40 mV is outward following steps between −70 and 0 mV, but then reverses, and the amplitude of the inward tail current increases following increasing depolarizing steps. The above results are consistent with K^+^ accumulation in the residual calyceal synaptic cleft (see Materials and methods).

The average normalized peak and steady‐state *I*–*V* relationships are shown in Figure 5 (all numerical values are provided in the Appendix, Tables A3 and A4). A slight reduction in current amplitude was observed at most depolarized membrane potentials during linopirdine perfusion, which, however, continued during wash‐out. Statistical analysis revealed significant differences between linopirdine and wash‐out (grey asterisks), and between control and wash‐out (black asterisks), at strongly depolarized potentials. The progressive decline in current amplitude across experimental conditions, together with the absence of a selective or reversible effect during drug application, indicates that the observed reduction is attributable to current rundown rather than a specific pharmacological action of linopirdine. This interpretation is consistent with the previously reported dependence of *I*_KL_ upon diffusible factors that are dialysed by the patch pipette solution in ruptured whole‐cell configuration (Hurley et al., 2006). We will see that this explanation is also consistent with the result described in the next section.

**FIGURE 5:**
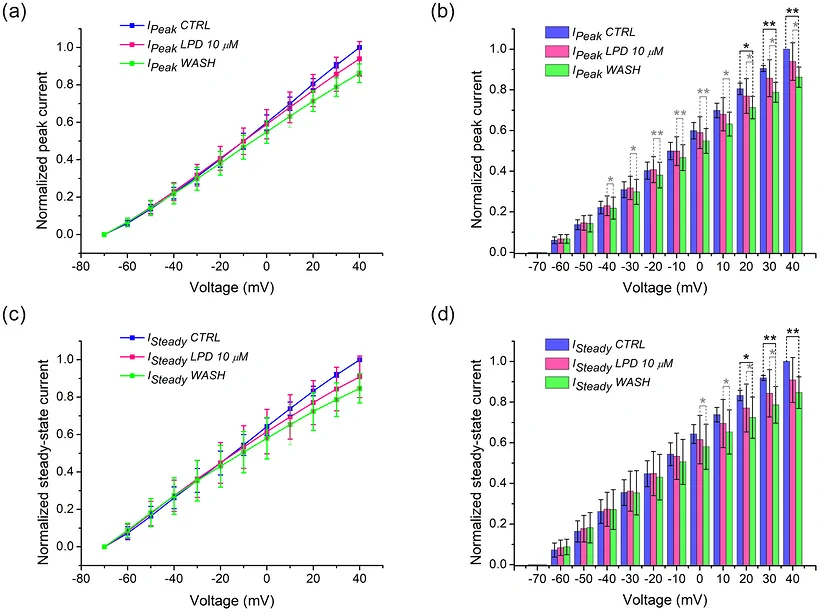
Average effects of linopirdine on peak and steady‐state K^+^ currents in type I hair cells. Average normalized current–voltage (*I–V*) relationship of the peak (a,b) and steady‐state (c,d) K^+^ currents recorded from type I hair cells (*n* = 8; range embryonic day 17–21) in control conditions (blue), during application of 10 µM linopirdine (pink) and after wash‐out (green). (a,c) Averaged *I–V* curves. (b,d) Corresponding bar plots with statistical analysis. A small reduction in both peak and steady‐state current amplitudes was observed at more depolarized membrane potentials during linopirdine perfusion and after wash‐out. Statistical analysis revealed significant differences between linopirdine and wash‐out (grey asterisks), and between control and wash‐out, at selected voltages (black asterisks).

In summary, patch‐clamp recordings indicate that K_V_7 channels do not contribute to the macroscopic K^+^ current recorded from chicken embryo type I and II hair cells.

### 3.4 Messenger RNA expression of K^+^ channels in vestibular semicircular canals from E16 and E20 chicken embryos; RT‐PCR

K_V_7.4 channels appear to contribute to *I*_KL_ in mouse immature type I hair cells (Holt et al., 2007) and to *I*_KV_ in mouse mature type I and II hair cells (Martin et al., 2024). However, we found linopirdine to be ineffective when perfused to developing type I and II hair cells. To gain more insight into the channels contributing to K^+^ currents in differentiating type I and II hair cells, we investigated mRNA expression of K^+^ channels previously reported in chick (P7; Scheibinger et al., 2022] and/or rodent (Wang et al., 2024) vestibular sensory epithelia, by qPCR analysis at E16 and E20. Gel electrophoresis (Figure 6) showed that several K^+^ channel subunits were expressed in the vestibular organ at both embryonic ages, including K_V_1.8 channels, which in mouse mature type I hair cells sustain *I*_KL_ and in mature type II hair cells contribute to *I*_KA_ (Martin et al., 2024), but not K_V_7.4. Additional qPCR analysis revealed a downregulation of K_V_7.2 (*Kcnq2*), K_V_7.5 (*Kcnq5*) and K_ir_3.4 (*Kcnj5*) between E16 and E20, which decreased by ∼60%, ∼70% and ∼50%, respectively (Figure 7; numerical values are provided in the Appendix, Table A5). By contrast, K_V_1.8 (*Kcna10*) and K_ir_2.1 (*Kcnj2*) were upregulated (Figure 7).

**FIGURE 6:**
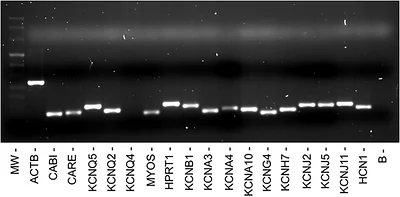
Agarose gel electrophoresis of PCR products. PCR amplicons for the target genes (as labelled in the figure; see Table 1) were separated on an agarose gel, stained with ethidium bromide and visualized using the iBright™ CL1000 Imaging System. The molecular weight marker (MW) was used as a size reference. Samples loaded correspond to the embryonic day 20 chicken embryo developmental stage (similar results were also obtained with the embryonic day 16 samples; not shown). Each lane represents an individual sample. All PCR products are of the expected size, with no evidence of non‐specific amplification or primer‐dimers. The expected amplicon sizes for each gene are reported in Table 1. B, negative control.

**FIGURE 7:**
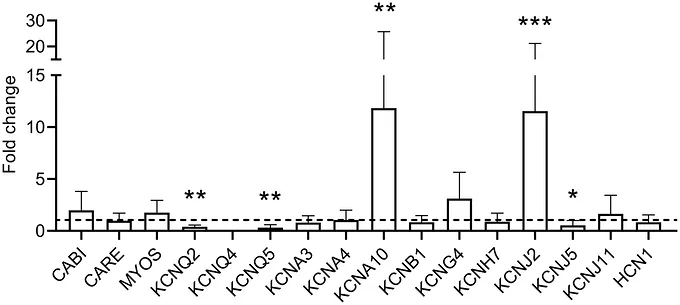
Relative gene expression levels of K^+^ channel genes at embryonic day (E)20 relative to E16. Fold changes were calculated using the ΔΔCt method, with expression levels normalized to housekeeping genes and referenced to the E16 stage (baseline = 1, dashed line). See Materials and Methods for details. Bars represent the mean ± SD from four independent experiments (*n* = 4). Statistical significance was determined using Student's unpaired *t*‐test, with genes marked by the asterisk showing significant differences compared with E16 (*P* < 0.05).

Thus, RT‐PCR experiments confirmed the absence of K_V_7.4, while suggesting the possibility that *I*_KL_ in chicken embryo type I hair cells consists of K_V_1.8, as in mature rodents. Indeed, the 10‐fold increase in expression of *Kcna10* between E16 and E20 appears consistent with the functional differentiation of type I hair cells based on the expression of *I*_KL_ from E17 (Masetto et al., 2000). Moreover, the 10‐fold increase of *Kcnj2* expression is consistent with the final maturation of type II hair cells by acquiring the inward rectifying K^+^ current from E19 (Masetto et al., 2000). Finally, RT‐PCR experiments suggest the possible contribution of several other K^+^ channel subunits to the K^+^ currents recorded from type I and II hair cells. To clarify this aspect, we performed Patch‐seq experiments.

### 3.5 Patch‐seq experiments on type I and type II hair cells

The Patch‐seq technique can provide the complete transcriptome of a single cell following patch‐clamp recording from the same cell. Until now, such data had not been obtained from hair cells.

To minimize the time of recording for Patch‐seq experiments (see Materials and methods), a simplified voltage protocol was delivered before aspirating the hair cell cytoplasm, which allowed identification of the hair cell type. The voltage‐clamp protocol consisted of a *V*_hold_ of −70 mV, a hyperpolarizing step to −120 mV for 300 ms, then four or six steps from −100 mV in 20 mV increments for 500 ms, a step to −40 mV for 200 ms, and final return to *V*_hold_ of −70 mV. Type I and type II hair cells were distinguished depending on the presence or absence of *I*_KL_, respectively.

We were able to obtain viable cDNA from four whole‐cell‐recorded hair cells, although the highest score (see e.g., Lipovsek et al., 2020, 2021) was reached only for an E20 type I and an E19 type II hair cell (see Materials and Methods). 

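The libraries of the E20 type I and the E19 type II hair cell were analysed here, 1 library of 1 cell for each hair cell type, so that no value below has a replicate and no test between the types was made. The cytoplasm aspirated through the patch pipette was reverse transcribed and amplified by template switching, cut with a transposase and sequenced as single reads of 100 bp. For each of 30108 Ensembl genes the authors deposited an estimated number of reads, which need not be whole, and its level within the library in TPM, transcripts scaled by gene length and library. The paper's text names the quantification pipeline for the whole organ, not for the single cells. The deposited values were used as they stand. They sum to 10779664 estimated reads in the type I and 11943061 in the type II hair cell. No threshold for calling a gene expressed is stated, and a gene was called detected here with at least 1 estimated read. An exact Poisson 95% interval of the rounded reads is given as the 95% interval of a level. The limit left by a gene without a read is 3 reads, equal to 0.278 CPM (reads scaled to library size) in the type I and 0.251 CPM in the type II hair cell. These intervals and limits cover counting error only, because amplified reads without molecular identifiers are not independent molecules and because transcripts lost before amplification leave no trace in them. Mitochondrial protein-coding genes took 5.50% of the reads of the type I and 7.38% of those of the type II hair cell. The files give a symbol for 15097 genes. For 13902 of them the symbol matched a single gene of the RefSeq annotation of the chicken assembly GRCg7b, from which the gene positions printed here come.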

The relevant photomicrographs and current responses are shown in Figure 8.

**FIGURE 8:**
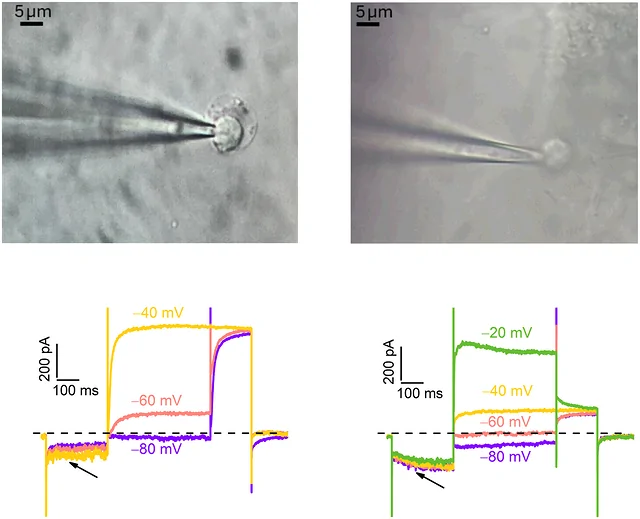
Patch‐sequencing recordings. Top panels, photomicrographs showing a type I hair cell (left; embryonic day 20) and a type II hair cell (right; embryonic day 19) attached to the tip of the patch pipette, after whole‐cell recording, cytoplasm aspiration and retraction from the sensory epithelium. Bottom panels, current responses recorded from the cells shown above. Note that in the type I hair cell (bottom left) a fast‐decaying current (arrow) was present upon hyperpolarization from *V*_hold_ of −70 mV to −120 mV, which can be explained by the deactivation of the fraction of *I*_KL_ active at *V*_hold_. Moreover, a significant outward K^+^ current could be elicited upon depolarization from −120 to −60 mV (orange trace). This current response is consistent with the expression of the low‐voltage‐activated outward rectifying K^+^ current, *I*_KL_. In the type II hair cell (bottom right), in contrast, no outward K^+^ current was elicited upon depolarization to −60 mV from −120 mV (orange trace), consistent with the lack of *I*_KL_. An additional step is shown for the type II hair cell, corresponding to the current response elicited by depolarization to −20 mV (green trace), to show the *I*_KV_ time course better. Finally, a slowly activating inward current can be seen in the type II hair cell upon hyperpolarization from a *V*_hold_ of −70 mV to −120 mV (arrow), which can be identified as the mixed Na^+^/K^+^ inward rectifying current, *I*_h_.

We found 2300 and 2336 genes expressed by the type I and the type II hair cell, respectively; of these, 1874 genes were common to both cell types. Consequently, it was found that 426 genes were expressed exclusively by the type I hair cell and another 462 genes by the type II hair cell. 

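In the deposited values, 2340 genes had at least 1 estimated read in the type I hair cell and 2381 in the type II hair cell, and 1975 genes were detected in both. A threshold of 10 TPM moved these numbers most, to 1234, 1191 and 1178 genes. With each library thinned to the reads of the shallower one, the type II hair cell kept 2366.8 genes on average and 1970.4 were shared. Reads were concentrated in few genes, the 100 most abundant holding 45.0% of the reads in the type I and 45.5% in the type II hair cell. Among the 1401 genes with at least 100 reads in either cell, all 1401 had a read in both, and 96.9% lay within 2-fold of each other in CPM.

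**Figure D1:**
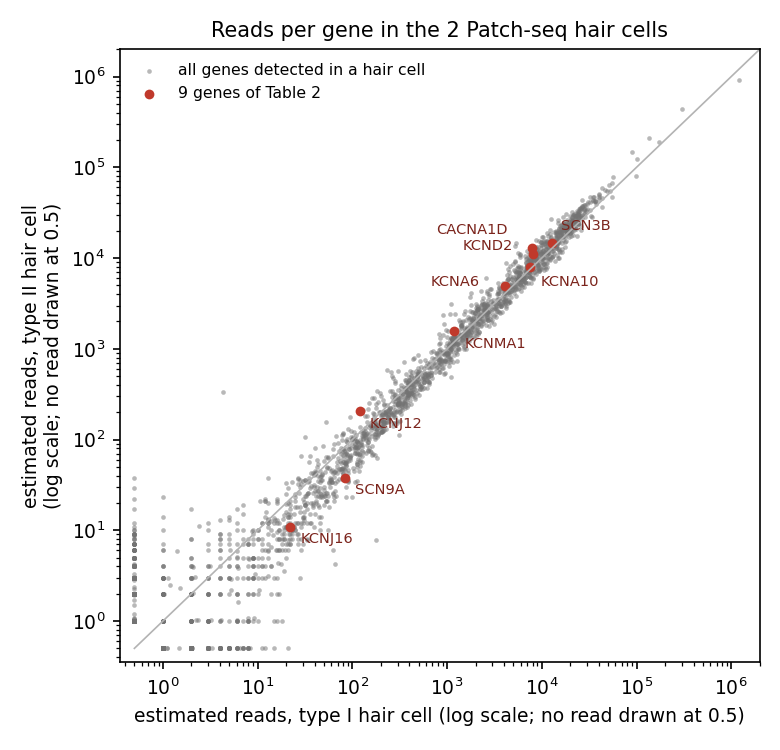
Estimated reads per gene in the type I hair cell (horizontal axis) and the type II hair cell (vertical axis), on log scales, 1 library each. Each grey point is a gene detected in a hair cell, red points are 9 genes of Table 2, the line marks equal reads, and genes without a read in a cell are drawn at 0.5. Genes with at least 100 reads lie close to the line, and genes seen in 1 cell alone lie along the axes at low reads.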

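By the same threshold, 365 genes had a read in the type I hair cell alone and 406 in the type II hair cell alone. These genes held 0.00795% of the reads of the type I and 0.0100% of those of the type II hair cell. Their median was 2 reads in either cell. Fewer than 10 reads lay behind 361 of the 365 and 398 of the 406 genes, so that 4 and 8 genes had 10 reads or more. The lower end of the 95% interval exceeded the limit of a count of 0 in the other cell, scaled to its depth, for 15 genes of the type I and 19 of the type II hair cell. When at least 3 reads were required for a call, 165 and 208 genes were called in 1 cell alone, and with at least 10 reads 84 and 26. Genes counted in this way can have reads below the threshold in the other cell. Ranked by TPM among nuclear genes with a symbol and no read in the other cell, the first of the type I hair cell was *Hscb* with 5 reads, followed by *Med29* with 6, *H2bc35* with 7, *Atp6v0d1* with 15 and *C7orf62* with 3. In the type II hair cell the order was *Cldn9* with 37 reads, a signal recognition particle RNA with 2, *Rad9a* with 9, *Angpt1* with 17 and *Pfdn5* with 5.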

Sequencing revealed the absence of the K_V_7.4 subunit in both hair cell types, a finding consistent with results obtained using linopirdine and with RT‐PCR analysis.

Further analysis of Patch‐seq data revealed the presence of several voltage‐gated ion channel transcripts in both hair cells, which are listed below and discussed in detail in the Discussion section.

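In the type I hair cell the K_V_1.8 gene *Kcna10* (ENSGALG00010024550, chromosome 26, 1474448 to 1482515) had 7529 estimated reads (95% interval 7359.9 to 7701), and in the type II hair cell 7982 (7808 to 8159). The ratio of type I to type II TPM was 0.928 (counting interval 0.899 to 0.958), but on CPM it lay on the other side of 1, at 1.04. *Kcna6* (ENSGALG00010024367, chromosome 1, 73837724 to 73854374) had 4122 and 4915 reads, a TPM ratio of 0.920 (counting interval 0.883 to 0.959). *Kcnd2* (ENSGALG00010001419, chromosome 1, 23681323 to 23949315) had 8079 and 11060 reads, with a ratio of 0.811 (counting interval 0.788 to 0.835). All 3 transcripts were thus far above the limit of a count of 0 in either cell. With 1 cell of each type, none of these ratios has a replicate check. For genes with at least 1000 reads in both cells, log2 ratios spread 10.2 times as much as counting error gives. A counting interval clear of 1 therefore does not set a gene apart from the others.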

Concerning the delayed rectifier class of K^+^ channels, we found transcripts for the K_V_1.8 (*Kcna10*), the K_V_1.6 (*Kcna6*) and the K_V_4.2 (*Kcnd2*) α‐subunits. We also found transcripts for the K_Ca_1.1 (*Kcnma1*) α‐subunit, which mediates the large conductance (BK) Ca^2+^‐dependent outward K^+^ current; the Na_V_1.7 (*Scn9a*) α‐subunit, which can account for *I*_Na_ found in most hair cells of the chicken embryo (Figure 1; Giunta et al., 2024; Masetto et al., 2000; 2003), the Ca_V_1.3 (*Cacna1D*) α‐subunit, accounting for *I*_Ca_ found in all hair cells, and the K_ir_2.2 (*Kcnj12*) and K_ir_5.1 (*Kcnj16*) α‐subunits, which sustain the anomalous inward rectifying K^+^ current (*I*_Kir_). However, the presence of *I*_Kir_ is unclear in the current responses shown in Figure 8, probably because its amplitude was too small. In contrast, despite the presence of the inward rectifying mixed Na^+^/K^+^ current, *I*_h_, in the response of the type II hair cell shown in Figure 8 (bottom right panel), we did not find the transcript for *Hcn* channels, presumably because it was below the detection threshold.

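*Kcnma1* (ENSGALG00010022174, chromosome 6, 14141872 to 14585542) had 1176 estimated reads in the type I hair cell (95% interval 1109.7 to 1245) and 1565 in the type II hair cell (1488 to 1644). The most abundant α-subunit of this group was *Cacna1d* (ENSGALG00010027830, chromosome 12, 7231874 to 7397607), with 7831 and 12805 reads and a type I to type II TPM ratio of 0.675 (counting interval 0.656 to 0.694). That interval is narrower than the spread of ratios between the libraries, whose log2 SD was 0.33 for genes with at least 1000 reads in both. *Scn9a* (ENSGALG00010025505, chromosome 7, 19096824 to 19165649) was read 83 times (66.1 to 103) in the type I and 38 times (26.9 to 52.2) in the type II hair cell. Of the inward rectifiers, *Kcnj12* (ENSGALG00010021526, chromosome 14, 4450711 to 4485631) had 119 and 204 reads. *Kcnj16* (ENSGALG00010029765, chromosome 18, 8775857 to 8806993) had 22 and 11, a TPM ratio of 2.12 (counting interval 0.985 to 4.84), and on CPM the interval lay just above 1, from 1.03 to 5.06. At a threshold of 1 TPM, *Kcnj16* was lost from both cells and *Scn9a* from the type II hair cell.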

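Of the ticks of Table 2, 18 rest on at least 10 estimated reads and 14 on at least 100. 4 further channel genes with reads in both cells, *Kcne1*, *Kcng1*, *Kcns1* and *Scn11a*, and the auxiliary *Kcnab1* are outside Table 2.

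**Figure D2:**
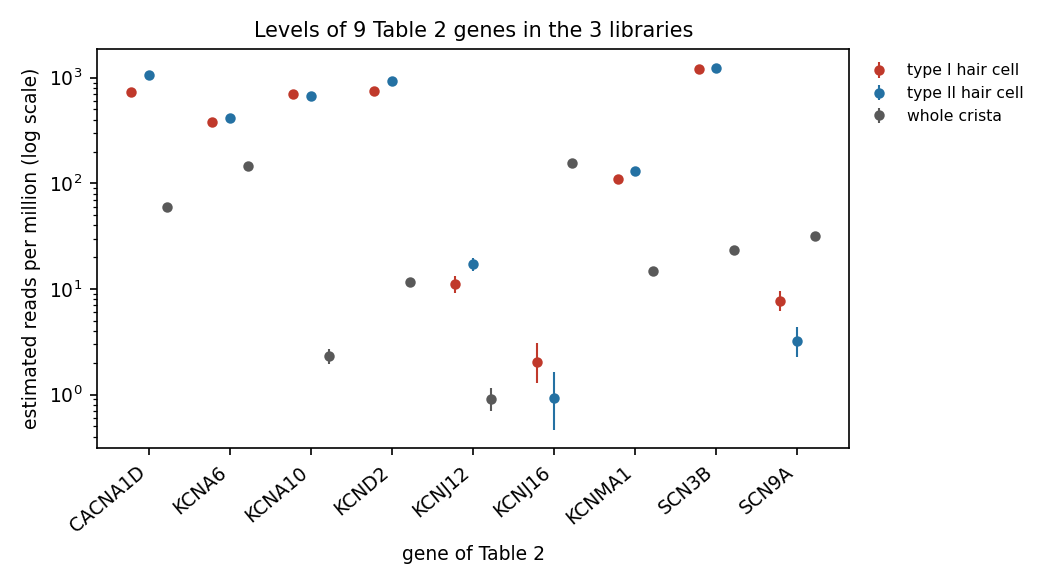
CPM of estimated reads (log scale) of 9 genes of Table 2 in the type I hair cell, the type II hair cell and the whole crista, 1 library each. Bars are exact Poisson 95% intervals, many of them smaller than the points. *Kcnj16* and *Scn9a* lie lower in the hair cells than in the whole crista, and the other genes higher.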

The transcripts for voltage‐gated ion channel subunits are listed in Table 2.

**TABLE 2:** Transcripts for voltage‐gated ion channels in type I and type II hair cells.

Gene	Protein	Type I	Type II
*Cacna1D*	CaV1.3	✔	✔
*Kcna6*	KV1.6	✔	✔
*Kcna10*	KV1.8	✔	✔
*Kcnd2*	KV4.2	✔	✔
*Kcnj12*	Kir2.2	✔	✔
*Kcnj16*	Kir5.1	✔	✔
*Kcnma1*	KCa1.1	✔	✔
*Kcnq2*	KV7.2	✔	
*Scn3b*	Voltage‐gated sodium channel β3 subunit (Navβ3)	✔	✔
*Scn9a*	NaV1.7	✔	✔

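Table 3 lists 24 genes, or 48 entries of a gene and a cell, and the detection call matched the tick or blank in 43. Of its 41 ticks, 37 had a read, 26 of them at least 100 reads, while 7 rested on 1 to 4 reads and 4 had none. The ticks without a read are those of *Chrna10*, *Fat4* and, in both cells, *Sox2*. Among the 7 blanks, 6 had no read. The 7 genes that the table ticks in 1 hair cell alone had at most 4 reads in either cell, and at a threshold of 5 reads none of them was detected. With at least 10 TPM, 32 entries matched.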

Regarding non‐voltage‐gated ion channels, the transcripts of greatest relevance to hair cells are listed in Table 3 and discussed in the Discussion section.

**TABLE 3:** Other relevant transcripts in type I and type II hair cells.

Gene	Protein	Type I	Type II
*Agr3*	Anterior Gradient Protein 3 homolog	✔	✔
*Cfap126*	*CFAP126*	✔	✔
*Chrna10*	α10 nicotinic acetylcholine receptor subunit	✔	
*Chrna9*	α9 nicotinic acetylcholine receptor subunit	✔	✔
*Cib3*	CIB3	✔	✔
*Cluap1*	*CLUAP1*	✔	✔
Coch	Cochlin	✔	✔
*Ctbp1*	C‐terminal‐binding protein 1	✔	✔
*Ctbp2*	C‐terminal‐binding protein 2	✔	
*Fat4*	FAT atypical cadherin 4 (or FAT4 cadherin)		✔
*Gjb6*	Gap junction beta‐6 protein	✔	✔
*Lfng*	β1,3‐*N*‐acetylglucosaminyltransferase)	✔	
*Myo1d*	Myosin‐Id	✔	✔
*Myo1h*	Myosin‐Ih	✔	✔
Myo6	Myosin VI	✔	✔
*Ocm1*	Oncomodulin	✔	✔
*Otof*	Otoferlin	✔	
*Pcdh20*	Protocadherin‐20	✔	✔
*Pclo*	*Piccolo*	✔	✔
*Snap‐25*	Synaptosomal‐associated protein 25		✔
*Sox2*	SRY‐box transcription factor 2	✔	✔
*Spp1*	Osteopontin	✔	
*Stard10*	StAR‐related lipid transfer protein 10	✔	✔
*Tmc1*	TMC1	✔	✔

### 3.6 Whole‐organ transcriptome

The RT‐PCR experiments were targeted to a few representative ion channel subunits. However, following Patch‐seq analysis, we were surprised to find no transcripts for *Myo7A* (Myosin 7A), a key protein involved in organization of the actin cytoskeleton that is considered a marker of mature hair cells (McInturff et al., 2018; Scheibinger et al., 2022; Xu et al., 2025). Therefore, we also performed whole‐organ transcriptome experiments from 22 chicken embryos at E16. In addition to confirming the presence of all mRNAs detected by RT‐PCR at E16 and at E20, whole‐organ transcriptome analysis also revealed the presence of the Myosin 7A transcript at E16, indicating that the amount obtained from Patch‐seq experiments at E19 and E20 was below the detection threshold.

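*Myo7a* (ENSGALG00010002138, chromosome 1, 193032837 to 193131431) had 0 estimated reads in the type I and 0 in the type II hair cell. Of a list of 28 hair-cell markers fixed before the data were examined, 24 matched a gene symbol. All 24 had at least 10 reads in the whole crista. *Ocm* matched none, because the deposited name is *Ocm1*, so this gene, read in both cells, is outside the numbers that follow. Of the 24 matched genes, 8 were detected in the type I and 7 in the type II hair cell. They were *Chrna9*, *Cib3*, *Kcna10*, *Loxhd1*, *Myo6*, *Stard10* and *Tmc1* in both cells, and *Otof* in the type I hair cell. Genes used by every cell were also among those without a read, such as *Hprt1* (ENSGALG00010015742, chromosome 4, 3982516 to 4000204), a reference gene of the RT-PCR experiments, so a count of 0 sets no limit on the transcript present in the cell before amplification.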

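For the whole organ, ampullary cristae of 22 embryos at E16 were pooled into 1 library, without a replicate. The paper gives an RNA input of 500 pg and the low-input SMART-Seq kit, whereas the sample labels give 500 ng in the title and another SMART-Seq version, and the paper's values are followed here. The authors aligned the read pairs with the Illumina DRAGEN pipeline to the Ensembl GRCg7b genome and deposited estimated reads and TPM for the same 30108 genes as for the hair cells. The library sums to 67428006 estimated reads, several times those of the hair cells, so that the limit of a count of 0 falls to 0.0445 CPM. At least 1 read was found for 18001 genes. With a threshold of 10 TPM, 8550 genes remained above it. Mitochondrial protein-coding genes took 0.879% of the reads. The embryos were younger than those of the hair cells and the organ holds other cell types, so that levels of the organ and of the cells differ by more than the method.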

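In the whole crista *Myo7a* had 4411 estimated reads (95% interval 4282 to 4543), equal to 11.1 TPM. Of the 200 genes nearest to it in whole-crista TPM, 179 had no read in either hair cell, a share of 89.5% (exact binomial 95% interval 84.4 to 93.4%). Over 1297 genes with at least 100 reads in each library, Spearman's rho with the organ was 0.186 for the type I and 0.174 for the type II hair cell. A level in the organ is thus a poor guide to that in a hair cell, and the share does not decide why *Myo7a* was unseen. Of the target genes of the RT-PCR experiments, *Kcna3* had 127 reads and *Calb2* 18154 in the organ, and at a threshold of 10 TPM 3 targets were detected there. *Kcna10* had 156 reads in the organ, or 1.45 TPM, against 323 TPM in the type I and 348 TPM in the type II hair cell. From the presence of *Myo7a* in the organ and its absence from the single cells, the paper reasons that its transcript lay below the detection threshold of Patch-seq.

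**Figure D3:**
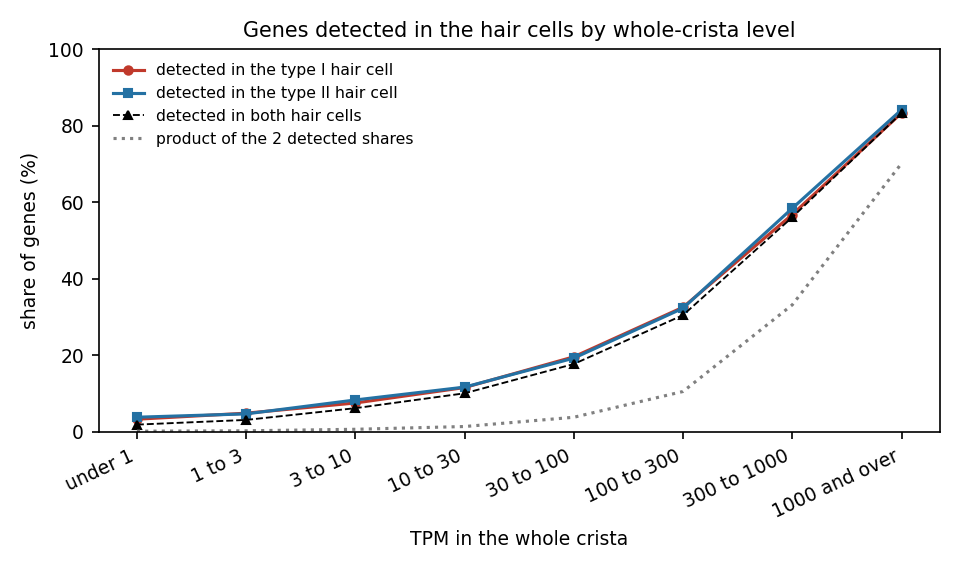
Share of genes detected in the type I hair cell, the type II hair cell and both (vertical axis, percent), by TPM in the whole crista (horizontal axis, 8 classes of genes above 0 TPM), 1 library each. The dotted line is the product of both single shares. Between 10 and 30 TPM in the organ 86.8% of the 3589 genes had no read in either cell, and the share detected in both lies close to either single share.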

## 4 DISCUSSION

In this study, we used a multi‐omics approach to gain insight into the molecular nature of ion channels expressed by type I and II hair cells in the chicken embryo. We identified ion channel subunits also expressed in mammalian hair cells, in addition to new subunits not previously reported in these cells. This study provides the first transcript database of identified single type I and II hair cells, which will prove useful for comparative studies.

### 4.1 Voltage‐gated K^+^ channels

In patch‐clamp experiments, type I and type II hair cells are distinguished by the expression of the low‐voltage‐activated outward rectifying K^+^ current termed *I*_KL_. In chicken embryo hair cells, *I*_KL_ first appears at E17, expressed together with a delayed rectifying K^+^ current (*I*_KV_), which activates 40 mV more depolarized (−50 vs. −90 mV; Masetto et al., 2000). In mouse vestibular hair cells, *I*_KL_ is expressed from E18 (Géléoc et al., 2004), although in rats it appears only after birth (Hurley et al., 2006; Rüsch et al., 1998). The K_V_7.4 channel α‐subunit (*Kcnq4*) was initially proposed to carry *I*_KL_ in neonatal mouse type I hair cells (Holt et al., 2007). In adult mice, however, *I*_KL_ is normally present in *Kcnq4* ^−/−^ mice (Spitzmaul et al., 2013), and K_V_7.4 expression appears to be confined to the afferent nerve calyx. In contrast, *I*_KL_ is absent in adult *Kcna10* ^−/−^ mice, which lack the K_V_1.8 α‐subunit (Martin et al., 2024). It is therefore possible that the K_V_7.4 channel α‐subunit is expressed in mouse type I hair cells during development but disappears as the animal matures, remaining only in the postsynaptic calyx (Hong et al., 2024; Spitzmaul et al., 2013).

In this study, we demonstrated that the K_V_7.4 subunit is not present in immature or mature type I and type II hair cells. Patch‐seq experiments additionally showed that, as in mice, the K_V_1.8 α‐subunit is expressed in type I and type II hair cells (E19–E20). Whether *I*_KL_ in the chicken embryo type I hair cell is carried by homotetrameric K_V_1.8 channels, as proposed in adult mice (Martin et al., 2024), remains to be clarified. Indeed, our Patch‐seq experiments showed the additional expression of K_V_1.6 in type I and type II hair cells, which could co‐assemble with K_V_1.8. Therefore, the *I*_KL_ recorded in this study could arise from homotetrameric K_V_1.8 channels and/or heteromeric K_V_1.6 and K_V_1.8 channels, although no evidence of a K_V_1.6/K_V_1.8 heterotetramer has been reported to date. Homotetrameric K_V_1.6 channels, in contrast, exhibit rapid activation and slow inactivation kinetics (Cai & Sesti, 2007). Given that *I*_KL_ does not undergo inactivation, if the K_V_1.6 α‐subunit assembles to form a homotetrameric channel in type I and II hair cells, it would be expected to carry a slowly inactivating K^+^ current (i.e., *I*_KV_). Indeed, a distinctive feature of the K_V_1.6 subunit is the presence of an N‐type inactivation prevention (NIP) domain at the N‐terminus (Cai & Sesti, 2007). This domain prevents rapid (N‐type) inactivation induced by auxiliary subunits, such as Kvβ1 (*Kcnab1*), which we found to be expressed in both hair cell types. 

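*Kcnab1* (ENSGALG00010001520, chromosome 9, 22596669 to 22633214) had 13477 estimated reads in the type I hair cell (95% interval 13250.4 to 13706) and 15721 in the type II hair cell (15476 to 15969), against 1406 in the deeper library of the whole crista. *Kcnab2*, with 1868 reads in the organ, had none in the hair cells.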

The K_V_1.6 subunit has been reported in mouse crista hair cells (Wilkerson et al., 2021).

In contrast, because K_V_1.8 channels lack the NIP domain, those associated with the auxiliary subunit Kvβ1 would produce a rapidly inactivating outward rectifying K^+^ current. This could explain why mice lacking K_V_1.8, besides missing the sustained *I*_KL_ in type I hair cells, also lacked the rapidly inactivating A‐type K^+^ current in type II hair cells (Martin et al., 2024). In other words, in type I hair cells the K_V_1.8 subunit could form homotetrameric channels to generate *I*_KL_, and in type II hair cells it could associate with K_V_β1 to produce *I*_KA_. K_V_β1 is present in mouse type II hair cells (McInturff et al., 2018). However, it should be noted that the K_V_1.4 α‐subunit is also expressed in mouse type II but not type I hair cells (McInturff et al., 2018), which could contribute to *I*_KA_. It is possible that its transcript has escaped detection by the Patch‐seq approach.

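*Kcna4* (ENSGALG00010022945, chromosome 5, 4687077 to 4692360) had no estimated read in either hair cell and 1439 in the whole crista, or 8.82 TPM. Of the 200 genes nearest to that level in the organ, 180 were likewise without a read in either cell. Levels in the organ need not match those in a hair cell, so this does not decide why *Kcna4* was unseen. *Kcna1*, *Kcna2* and *Kcna3* were read in the organ and not in the cells.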

The K_V_4.2 and K_Ca_1.1 α‐subunits were also identified, for the first time, in both hair cell types. K_V_4.2 (*Kcnd2*) mediates a rapidly inactivating, A‐type outward K^+^ current that is not under the control of the N‐terminus as it is in Shaker channels (Gutman et al., 2005; Zhu et al., 1999). K_V_4 subunits can form heterotetrameric channels with other members of the same subfamily (Shals) of delayed rectifiers, but these were not detected in the present study. It is therefore possible that, in vestibular hair cells, K_V_4.2 subunits form homotetrameric channels and might contribute to the *I*_KA_ recorded in type II hair cells. 

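Besides *Kcnd2*, the files name 1 further gene of this subfamily. *Kcnd3* (ENSGALG00010027277, chromosome 26, 3332613 to 3431721) had 0 estimated reads in the hair cells and 0 in the whole crista. In the organ *Kcnd2* itself had 785 reads, or 4.61 TPM, and it reached 163 TPM in the type I and 201 TPM in the type II hair cell.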

The role of K_V_4.2 in type I hair cells, however, remains unclear, because these do not express rapidly inactivating K^+^ currents. Transcripts of the auxiliary subunit *Kcnip4* (potassium voltage‐gated channel interacting protein 4) have also been found in both hair cell types. This protein is an integral subunit of native K_V_4 channel complexes, which can regulate A‐type K^+^ currents in response to changes in intracellular Ca^2+^ (Han et al., 2006). 

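*Kcnip4* (ENSGALG00010010298, chromosome 4, 74095738 to 74477833) had 0 estimated reads in both hair cells and 2017 (95% interval 1929.9 to 2107) in the whole crista. *Kcnip1*, *Kcnip2* and *Kcnip3* had no read in the cells either, with 367, 270 and 2 in the organ.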

Interestingly, K^+^ current inactivation varies significantly depending on the position of the hair cell in the sensory crista, showing a decreasing rate and importance from the periphery towards the centre (Masetto & Correia, 1997). This scenario could be explained by the different amounts and combinations of α and auxiliary K^+^ channel subunits expressed by hair cells in different regions of the crista.

K_Ca_1.1 (*Kcnma1*) is the α‐subunit of the BK‐type (big conductance) Ca^2+^‐activated K^+^ channel. A Ca^2+^‐dependent K^+^ current has been reported in vestibular hair cells of chicken embryos from E14 onwards, although its molecular nature has not been identified (Masetto et al., 2000). In mice, its expression has been reported to be restricted to striolar type I hair cells (McInturff et al., 2018).

Kir2.2 (*Kcnj12*) and Kir5.1 (*Kcnj16*) were found in both hair cell types, accounting for the (anomalous) inward rectifying K^+^ current (*I*_Kir_). *I*_Kir_ was previously found in chicken embryo vestibular hair cells from E19, being the last ionic current to appear (Masetto et al., 2000).

### 4.2 Other voltage‐gated ion channels

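Of the 9 CACNA1 genes with a symbol in the files, *Cacna1d* alone had estimated reads in the hair cells, at 101 TPM in the type I and 149 TPM in the type II hair cell. In the whole crista 7 of the 9 were detected. *Cacna1c* (ENSGALG00010014295, chromosome 1, 61191807 to 61664366) had 4552 reads there, more than the 3988 of *Cacna1d*, and the next was *Cacna1g* with 706.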

The Ca_V_1.3 α‐subunit (*Cacna1d*) was the only Ca^2+^ channel α‐subunit found in this study and would therefore be responsible for the entire Ca^2+^ current previously recorded in chicken embryo type I and II hair cells from E10 onwards (Masetto et al., 2000; 2005). The Ca_V_1.3 α‐subunit is also primarily responsible for *I*_Ca_ in rodent vestibular hair cells (Manca et al., 2021; Spaiardi et al., 2022). In mice, additional Ca^2+^ channel subunits have been hypothesized based on residual *I*_Ca_ in Ca_V_1.3^−/−^ mice (Dou et al., 2004), although they have never been demonstrated or identified. However, synaptic vesicle exocytosis was absent in type I and II vestibular hair cells of mature Ca_V_1.3^−/−^ mice, indicating that non‐Ca_V_1.3 channels are not directly involved in signal transmission (Spaiardi et al., 2022). Given that analysis of *I*_Ca_ in wild‐type type I and II hair cells has never revealed the presence of an additional component of *I*_Ca_, the question arises whether non‐Ca_V_1.3 channel subunits might be expressed only in Ca_V_1.3^−/−^ mice to compensate for the deficiency. That said, it remains possible that also for Ca^2+^ channels, transcripts for other subunits simply went undetected.

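2 of the 8 Na+ channel α-subunit genes with a symbol had estimated reads in the hair cells. *Scn9a* reached 1.07 TPM in the type I and 0.436 TPM in the type II hair cell. *Scn11a* (ENSGALG00010026737, chromosome 2, 5314237 to 5364325) had 22 reads (95% interval 13.8 to 33.3) and 7 (2.81 to 14.4), below 1 TPM in both. Their values in the whole crista were alike, at 2158 reads for *Scn9a* and 2226 for *Scn11a*. *Scn1a*, *Scn2a* and *Scn3a*, which lie beside *Scn9a* on chromosome 7, had none in the cells. For *Scn9a* and these neighbours, the way the counting placed shared reads was not examined.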

Na_V_1.7 (*Scn9a*) was the only Na^+^ channel α‐subunit transcript found in this study and should therefore account for at least some of the *I*_Na_ found in embryonic and adult chicken vestibular hair cells (Masetto et al., 2000; 2003). The absence of *I*_Na_ in the two hair cells sequenced (Figure 8c,d) despite the presence of the transcript suggests a low functional expression of the protein in these cells. In rodents, *I*_Na_ has been found only in immature vestibular hair cells (Chabbert et al., 2003; Géléoc et al., 2004; Lennan et al., 1999; Wooltorton et al., 2007), and its molecular nature is unknown. In both birds and rodents, *I*_Na_ recorded from vestibular hair cells displays the peculiar property of a hyperpolarized inactivation curve, such that most sodium channels are unavailable for depolarization from the resting membrane potential of the cell. In other words, hair cells must be strongly hyperpolarized (apparently non‐physiologically) to recruit *I*_Na_. No spontaneous action potential activity has ever been recorded in vestibular hair cells. In immature cochlear inner hair cells, in contrast, *I*_Na_ contributes to Ca^2+^ action potentials (Eckrich et al., 2012). In inner hair cells, however, *I*_Na_ displays a less negatively shifted inactivation curve, and labelling by antibodies directed against Na_V_1.1 and Na_V_1.6 subunits was detected (Eckrich et al., 2012). 

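The β-subunit gene *Scn3b* (ENSGALG00010025429, chromosome 24, 2942814 to 2959174) was the most abundant gene of Table 2 in both hair cells by TPM, with 509.6 TPM in the type I and 555 in the type II hair cell. Its 12966 and 14714 estimated reads gave a TPM ratio of 0.919 (counting interval 0.897 to 0.941). *Scn2b* and *Scn4b* had no read in the cells.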

We also found the transcript for the voltage‐gated Na^+^ channel β‐subunit 3 (*Scn3b*) in both hair cell types. This accessory protein modulates the activity of Na_V_1.2, causing a hyperpolarizing shift in the voltage dependence of inactivation of the channel (Morgan et al., 2000). Perhaps a similar function is also exerted on Na_V_1.7, because the auxiliary β‐subunit 3 has been reported to form a complex with Na_V_1.7 (Kanellopoulos et al., 2018).

### 4.3 Other relevant transcripts found in both hair cell types

As listed alphabetically in Table 3, in both hair cell types we found the transcripts for:

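*Ctbp1* (ENSGALG00010017665, chromosome 4, 84050913 to 84272697) had 4499 estimated reads in the type I and 4226 in the type II hair cell. *Ctbp2* (ENSGALG00010002419, chromosome 6, 33022338 to 33274070) had 2 (95% interval 0.242 to 7.22) and 0, so that its call in the type I hair cell did not hold at a threshold of 3 reads. The genes had 35185 and 5524 reads in the whole crista.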

*Ctbp1* and *Ctpb2* (C‐Terminal Binding Protein 1 and 2), which localize to the ribbon synapse of hair cells (Uthaiah & Hudspeth, 2010). Both transcripts were also found in chick P7 hair cells (Schebinger et al., 2022), whereas only the transcript for *Ctbp2* was found in mouse hair cells (Xu et al., 2025).

*Cfap126*, a kinocilium protein, previously found in mouse vestibular hair cells (Xu et al., 2025).

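For *Cfap126* (ENSGALG00010027446, chromosome 25, 2469513 to 2471727), 5082 estimated reads were found in the type I and 4486 in the type II hair cell. They correspond to 1833 and 1469 TPM, against 24.8 TPM in the whole crista.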

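*Chrna9* (ENSGALG00010015960, chromosome 4, 68479825 to 68486091) was read 21 times in the type I hair cell (95% interval 13.0 to 32.1) and 20 times in the type II hair cell (12.2 to 30.9), below 1 TPM in both. The whole crista had 2225 reads.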

*Chrna9* (Neuronal acetylcholine receptor subunit alpha‐9), previously found to be expressed in all P7 chick vestibular hair cells (Scheibinger et al., 2022) and in mouse vestibular type II hair cells (Poppi et al., 2023).

*Cib3* (Calcium and integrin binding family member 3), an auxiliary subunit of the mechanotransducer channel (Wang et al., 2023). 

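*Cib3* (ENSGALG00010027952, chromosome 28, 4865366 to 4876066) reached 88.7 TPM in the type I hair cell from 2301 estimated reads, and 64.7 TPM in the type II hair cell from 1818. The whole crista stood at 76.8 TPM.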

*Cib3* transcripts are highly expressed in the extrastriolar region of the vestibular maculae. According to Wang et al. (2023), *Cib2* and *Cib3* transcripts have complementary expression patterns in the vestibular maculae, and they play different roles in stereocilia maintenance in vestibular hair cells. *Cib2* transcripts are highly expressed in the striolar region. 

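Neither hair cell had an estimated read of *Cib2* (ENSGALG00010024377, chromosome 10, 3811007 to 3850596), which had 2699 in the whole crista. At that level in the organ, 80.5% of the 200 nearest genes were also without a read in both cells. Levels in the organ need not match those in a hair cell, so this does not decide why *Cib2* was unseen.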

The transcript for *Cib2* was not found here.

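*Cluap1* (ENSGALG00010016700, chromosome 14, 12774716 to 12830825) stood at 947 TPM in the type I and 846 TPM in the type II hair cell, from 16247 and 14725 estimated reads, and at 31.5 TPM in the whole crista.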

*Cluap1* (Clusterin associated protein 1), which is required for biogenesis of cilia. In mice, immunostaining confirmed the expression of *Cluap1* in the kinocilia of mature vestibular hair cells (Xu et al., 2025).

*Coch* (Cochlin), whose role is not fully understood, but mutations are linked to hearing loss and vestibular symptoms (DFNA9 dominantly inherited hearing impairment and vestibular dysfunction). 

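In the whole crista *Coch* (ENSGALG00010005509, chromosome 5, 33743167 to 33761483) had 1404030 estimated reads, or 11434 TPM. The hair cells had 30492 reads (type I, 1007 TPM) and 41309 reads (type II, 1238 TPM). Its TPM was therefore lower in the hair cells than in the organ library, which came from younger embryos at E16.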

In mice, *Coch* expression could not be assigned to a specific cell type (Xu et al., 2025).

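*Myo1h* (ENSGALG00010021559, chromosome 15, 6708563 to 6749133) had 7690 estimated reads in the type I and 9442 in the type II hair cell, while *Myo1d* (ENSGALG00010024096, chromosome 27, 1048876 to 1120328) had 54 (95% interval 40.6 to 70.5) and 50 (37.1 to 65.9). Both were of the same order in the whole crista, at 1256 and 795 reads.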

*Myo1d* and *Myo1h*, myosins that regulate interactions between the plasma membrane and the actin cytoskeleton and contribute to vesicle trafficking. *Myo1h* expression has also been reported in mouse vestibular hair cells (Xu et al., 2025).

*Myo6* (Myosin VI), a protein enriched in the apical region of hair cells. 

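*Myo6* (ENSGALG00010003977, chromosome 3, 80143610 to 80243165) had 1394 estimated reads in the type I hair cell, 1833 in the type II hair cell and 23943 in the whole crista. In TPM, the level was 37.2, 45.7 and 159.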

*Myo6* expression has been reported in adult mouse type I and II hair cells (Xu et al., 2025). The absence of functional myosin VI has been associated with degeneration of hair bundles and impaired auditory or vestibular function (Hertzano et al., 2008).

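*Ocm1* (ENSGALG00010021918, chromosome 14, 1033517 to 1037031) had the highest TPM of the nuclear genes with a symbol in both hair cells, 29368 in the type I and 23579.9 in the type II hair cell. This rested on 98881 and 80830 estimated reads, and the whole crista stood at 3289 TPM.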

*Ocm1* (Oncomodulin), a Ca^2+^‐binding protein. *Ocm* was found to be expressed by striolar hair cells (Scheibinger et al., 2022). In mice, *Ocm* is a known marker of striolar type I hair cells (McInturff et al., 2018).

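*Pclo* (ENSGALG00010006261, chromosome 1, 9939054 to 10269735) had 4 estimated reads in the type I hair cell (95% interval 1.09 to 10.2) and 2 in the type II hair cell (0.242 to 7.22), against 1646 in the whole crista. At a threshold of 3 reads the gene was detected in the type I hair cell alone, and at 5 reads in neither.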

*Pclo* (Piccolo), which is part of the presynaptic cytoskeletal matrix. It is expressed by chicken P7 hair cells (Schebinger et al., 2022), together with *Cbpt1* and *Cbpt2*. In mice, this transcript was found in all vestibular (and auditory) hair cells (Xu et al., 2025).

*Pcdh20* (Protocadherin‐20), a potential target for Pou2f3, a transcription factor critical for the formation of tuft cells, which are structurally similar to hair cells. 

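*Pcdh20* (ENSGALG00010000715, chromosome 1, 161770417 to 161775677) had 17821 estimated reads in the type I and 23865 in the type II hair cell. Its TPM was 447 and 553, and 51.6 in the whole crista.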

In mice, it is expressed by type I and II hair cells (Xu et al., 2025).

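*Sox2* (ENSGALG00010016609, chromosome 9, 16567995 to 16570458) had 0 estimated reads in the type I and 0 in the type II hair cell, and 90 (95% interval 72.4 to 111) in the whole crista.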

*Sox2*, which encodes a member of the SRY‐related HMG‐box (*Sox*) family of transcription factors involved in the regulation of embryonic development, tissue formation and the determination of cell fate. In mice, *Sox2* is expressed by mature type II hair cells and by supporting cells (Jan et al., 2021; Wilkerson et al., 2021; Xu et al., 2025). In P7 chick utricles, *Sox2* labels type II hair cells located in the extrastriolar and striolar regions (Scheibinger et al., 2022).

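The files list *Stard10* under a pair of identifiers. ENSGALG00010011575, placed by its symbol on chromosome 13 from 1597892 to 1604104, had 144 estimated reads in the type I hair cell (95% interval 121 to 169.5), 180 in the type II hair cell (155 to 208) and 9042 in the whole crista. The other identifier had none in the 3 libraries.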

*Stard10*, which encodes for a phospholipid transfer protein. It is a marker of P7 chick vestibular hair cells (Scheibinger et al., 2022).

*Tmc1* and *Tmc2* (Transmembrane channel‐like 1 and 2), which act as mechanically gated cation channels that convert hair bundle deflection into bioelectrical signals (Giese et al., 2025; Jia et al., 2020; Pan et al., 2018). These transcripts were previously found in P7 chick utricle hair cells, although *Tmc2* was found only in type I and II hair cells located in the striola (Scheibinger et al., 2022).

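*Tmc1* (ENSGALG00010015872, chromosome Z, 36363375 to 36486990) had 312 estimated reads in the type I hair cell (95% interval 278 to 349) and 112 in the type II hair cell (92.2 to 135). *Tmc2* (ENSGALG00010015934, chromosome 2, 44223785 to 44252729) had 0 in both and 474 in the whole crista, where *Tmc1* had 1185.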

### 4.4 Type I vs. type II hair cells

In patch‐clamp experiments, type I hair cells are distinguished from type II hair cells by the expression of *I*_KL_. We found the same K^+^ channel subunits in the two hair cell types, with the exception of the K_V_7.2 (*Kcnq2*) α‐subunit present only in the type I hair cell (Table 2), whose contribution, however, was likely to be negligible given that linopirdine was ineffective on all type I hair cells tested (Figure 5). Therefore, the distinct current responses of type I and type II hair cells (specifically, the low‐voltage activation threshold of *I*_KL_) might stem from different combinations of the same K^+^ channel subunits in the two hair cell types. 

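*Kcna10*, *Kcna6*, *Kcnd2*, *Kcnma1*, *Kcnj12* and *Kcnj16* of Table 2, together with *Kcnab1*, *Kcne1*, *Kcng1* and *Kcns1*, had estimated reads in both hair cells. From the subunits that the cells share the paper proposes that the current responses of the 2 hair cell types may come from different combinations of the same subunits. All 1401 genes with at least 100 reads in either cell had a read in both, channel genes or not. Shared cDNA of the 2 libraries is not excluded, and reads of a subunit in both cells would then not be 2 independent observations.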

Alternatively, we might have failed to detect transcripts present at low expression levels. Furthermore, the importance of the K_V_7.2 α‐subunit might increase postnatally, because it has been identified in all vestibular hair cells of the chick utricle at P7 (Scheibinger et al., 2022).

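*Lfng* (ENSGALG00010020053, chromosome 14, 3230059 to 3240435) had 1 estimated read in the type I hair cell (95% interval 0.0253 to 5.57), 0 in the type II hair cell and 7708 in the whole crista. *Chrna10* (ENSGALG00010003114, chromosome 1, 195756216 to 195759888) and *Fat4* (ENSGALG00010005029, chromosome 4, 52022199 to 52159072) had 0 in both hair cells, and 1738 and 4730 reads in the organ.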

Additional transcripts found only in the type I hair cell include that for *Chrna10* (Neuronal acetylcholine receptor subunit alpha‐10), that for *Fat4*, an atypical cadherin, and that for *Lfng* (Lunatic Fringe) (Table 2). Previously, *Chrna10* was found to be expressed in P7 chicken striolar type I and II hair cells (Scheibinger et al., 2022) and in mouse vestibular type II hair cells (Poppi et al., 2023). As far as *Fat4* is concerned, *Fat4* ^−/−^ mice display altered cochlear and vestibular morphology (Saburi et al., 2012). Finally, *Lfng*‐coded protein modulates Notch receptor affinity to Delta like ligand 1 and Jagged1 and is broadly expressed in the developing mouse cochlea, becoming progressively restricted to supporting cells (Zhang et al., 2000).

In contrast, the transcript for *Snap25* (Synaptosome associated protein 25) was found only in the type II hair cell (Table 2). 

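*Snap25* (ENSGALG00010018327, chromosome 3, 13348022 to 13413160) had 0 estimated reads in the type I and 4 in the type II hair cell (95% interval 1.09 to 10.2). That interval takes in the limit of a count of 0, and at a threshold of 5 reads the gene was detected in neither cell. The whole crista had 335 reads of it.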

Snap‐25 is required for normal exocytosis at auditory hair cell ribbon synapses (Calvet et al., 2022).

### 4.5 Discrepancies with the literature

*Agr3*, found here in both hair cell types, has been considered a marker of supporting cells in the utricle (Scheibinger et al., 2022; Zhu et al., 2019).

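*Agr3* (ENSGALG00010004391, chromosome 2, 28495988 to 28519374) had 2816 estimated reads in the type I and 4519 in the type II hair cell, or 151 and 216 TPM. In the whole crista it reached 1919 TPM. Of a list of 16 supporting-cell genes fixed beforehand, 15 matched a gene symbol, all with at least 10 reads in the organ. Of these 15, 6 were detected in the type I and 5 in the type II hair cell.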

*Calb1* (Calbindin‐1), an intracellular Ca^2+^ binding protein, has been reported in chick type I and II hair cells located in the central region of the crista (Dechesne et al., 1988). The transcript for *Calb2* (Calbindin‐2; Calretinin), also an intracellular Ca^2+^‐binding protein, has been found in type I and II vestibular hair cells of the utricle of P7 chicks (Scheibinger et al., 2022). In our study, *Calb1* and *Calb2* transcripts were not detected in Patch‐seq experiments but were present in the whole‐organ transcriptome. This discrepancy might reflect differences in transcript detection sensitivity between the two approaches or variability in gene expression levels among individual hair cells.

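*Calb1* (ENSGALG00010012850, chromosome 2, 124002153 to 124020032) and *Calb2* (ENSGALG00010022382, chromosome 11, 1508754 to 1513331) had 0 estimated reads in both hair cells. The whole crista had 229 reads of *Calb1*, 3.61 TPM, and 502 TPM of *Calb2*. No read in either cell was found for 176 of the 200 genes nearest to *Calb1* in the organ (88.0%, exact binomial 95% interval 82.7 to 92.2%). For *Calb2* the number was 83 of 200 (41.5%, 34.6 to 48.7%). Neither share decides why the genes were unseen, as levels in the organ need not match those in a hair cell.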

*Gjb6* (gap junction protein) has been found in both hair cell types. However, in P7 chicks and mice it was found only in supporting cells (Burns et al., 2015; Scheibinger et al., 2022).

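*Gjb6* (ENSGALG00010005609, chromosome 1, 178811318 to 178820870) had 15802 estimated reads, 349 TPM, in the type I hair cell and 17844 reads, 374 TPM, in the type II hair cell. The whole crista was higher in TPM, at 1316, but close in CPM, at 1506 against 1466 and 1494.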

Otoferlin (*Otof*) is a crucial protein for Ca^2+^‐dependent synaptic vesicle exocytosis in vestibular type I and II hair cells (Dulon et al., 2009). *Otof* was previously reported to be expressed in utricle hair cells of P7 chicks (Scheibinger et al., 2022). In mice, *Otof* is expressed by type I hair cells (McInturff et al., 2018) although, according to Xu et al. (2025), it is expressed by all mouse hair cells at variable levels. 

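*Otof* (ENSGALG00010010417, chromosome 3, 105065571 to 105137389) had 2 estimated reads in the type I hair cell (95% interval 0.242 to 7.22) and 0 in the type II hair cell, a difference not detectable at these counts. The whole crista had 14018 reads of the gene. Its call in the type I hair cell was lost at a threshold of 3 reads.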

In the present Patch‐seq study, *Otof* expression was found in the type I but not the type II hair cell. It is likely that *Otof* expression in the sequenced type II hair cell was below the detection threshold.

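*Spp1* (ENSGALG00010003220, chromosome 4, 45233954 to 45237015) had 2 estimated reads in the type I hair cell (95% interval 0.242 to 7.22) and 1 in the type II hair cell (0.0253 to 5.57), and 15392 in the whole crista. With at least 3 reads it was detected in neither cell.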

*Spp1* (Secreted phosphoprotein 1; previously known as osteopontin), has been found in the Patch‐sequenced type I and type II hair cells. In mice, it is expressed exclusively in mouse type I hair cells (McInturff et al., 2018).

## 5 Conclusion

Owing to its easy accessibility, the chicken embryo represents a valuable model for studying the development and pharmacology of ion channels in high vertebrates. In the present study, we report, for the first time, that type I and II hair cells of the chicken embryo, like their mouse counterparts (Manca et al., 2021; Martin et al., 2024), express the α‐subunits Ca_V_1.3 and K_V_1.8. Furthermore, we provide the molecular identity of other ion channels that also appear to be expressed in mouse hair cells, at least according to single‐cell RNA‐sequencing analysis of cells dissociated from whole vestibular sensory epithelia and identified by cell‐specific markers and cluster analysis (McInturff et al., 2018; Wilkerson et al., 2021; Xu et al., 2025).

Defining the nature of ion channels expressed by vestibular hair cells is essential for assessing the cause of vestibular disorders of peripheral origin and developing effective pharmacological treatments. For example, patients with the p.W276S mutation of *KCNQ4* (K_V_7.4) show abnormal clinical vestibular function tests (De Leenheer et al., 2002). In mice, null mutation of *Kcna10* (K_V_1.8) causes significant vestibular dysfunction (Lee et al., 2013); the *Kcna10*(TM45) targeted allele might be a model of human non‐syndromic vestibulopathy (Lee et al., 2013).

We recently demonstrated that pimozide, a conventional antipsychotic drug of the diphenylbutylpiperidine class with vestibular side effects (Roessner et al., 2022), substantially increases the amplitude of a sustained outwardly rectifying K^+^ current (*I*_KV_) in type II hair cells, but not in type I hair cells, of the chicken embryo and even of the adult mouse (Giunta et al., 2023, 2024). The molecular target of pimozide, however, has not been identified. Because the outward K^+^ current in adult mouse type I hair cells consists primarily of *I*_KL_, which is carried by K_V_1.8 subunits assembled in a homomeric channel (Martin et al., 2024), this subunit should not be affected by pimozide. The non‐*I*_KL_ current in type II hair cells should include the K_V_1.6 and the K_V_4.2 subunits. Because the K_V_4.2 subunit mediates a rapidly inactivating A‐type outward K^+^ current, the agonistic effect of pimozide on *I*_KV_ in type II hair cells should involve the K_V_1.6 subunit. As mentioned above, the K_V_1.6 subunit has been reported in mouse crista hair cells (Wilkerson et al., 2021) and might therefore represent a target of pimozide in humans as well.

## AUTHOR CONTRIBUTIONS

Patch‐clamp whole‐cell experiments were performed at the Department of Brain and Behavioural Sciences, University of Pavia, Pavia, Italy. RT‐PCR experiments were performed at the Department of Molecular Medicine, University of Pavia, Pavia, Italy. Whole‐organ and single‐cell sequencing was performed at the Università Vita‐Salute San Raffaele, Milan, Italy. Cheli Giulia, Giunta Roberta, Stella Francesca, Guidi Eleonora, Laforenza Umberto, Polimeni Mariarosa, Russo Giancarlo, Borgo Francesca and Lazarevic Dejan: data acquisition, analysis and interpretation; revision of the manuscript. Masetto Sergio: conception and design of the study; funding acquisition; analysis and interpretation of data; drafting the work. All authors approved the final version of the manuscript and agree to be accountable for all aspects of the work in ensuring that questions related to the accuracy or integrity of any part of the work are appropriately investigated and resolved. All persons designated as authors qualify for authorship, and all those who qualify for authorship are listed.

## CONFLICT OF INTEREST

None declared.

## GENERATIVE AI STATEMENT

No generative AI tools were used in the preparation of this manuscript.

## Data Availability

Electrophysiological data will be made available upon reasonable request. Whole‐organ and single‐cell transcriptomics data are available at NCBI Gene Expression Omnibus (GEO) data repository (GSE336620).

## 1

Statistics and other numerical data as specified in the text are provided in the Appendix (Tables A1, A2, A3, A4, A5).

**TABLE A1:** Numerical values underlying Figure 2a,b.

Voltage (mV)	CTRL (pA; mean ± SD)	LPD 10 µM (pA; mean ± SD)	WASH (pA; mean ± SD)	CTRL vs. LPD (adjusted *P*‐value)	CTRL vs. WASH (adjusted *P*‐value)	LPD vs. WASH (adjusted *P*‐value)
−70	0	0	0	–	–	–
−60	0.0554 ± 0.0341	0.052 ± 0.0373	0.0583 ± 0.0234	0.8920	0.9699	0.8969
−50	0.1561 ± 0.0663	0.1636 ± 0.0752	0.1841 ± 0.0868	0.9198	0.6612	0.8360
−40	0.3503 ± 0.0983	0.365 ± 0.0889	0.4066 ± 0.148	0.9268	0.6321	0.6931
−30	0.6454 ± 0.0486	0.6183 ± 0.1325	0.6819 ± 0.221	0.8295	0.8833	0.5968
−20	1 pA ± 0	0.9176 pA ± 0.1746	1.0034 ± 0.282	0.3041	0.9994	0.5270

*Note*: Values are the mean ± SD of type II hair cell (*n* = 12) normalized peak current recorded at each test potential in control conditions (CTRL), after linopirdine (LPD) perfusion and after washout (WASH). Statistical analysis was performed using a mixed‐effects model followed by Tukey's multiple‐comparisons test. Reported *P*‐values are Tukey‐adjusted exact *P*‐values.

**TABLE A2:** Numerical values underlying Figure 2c,d.

Voltage (mV)	CTRL (pA; mean ± SD)	LPD 10 µM (pA; mean ± SD)	WASH (pA; mean ± SD)	CTRL vs. LPD (adjusted *P*‐value)	CTRL vs. WASH (adjusted *P*‐value)	LPD vs. WASH (adjusted *P*‐value)
−70	0	0	0	–	–	–
−60	0.0106 ± 0.0069	0.0127 ± 0.0079	0.012 ± 0.0081	0.6988	0.7089	0.9740
−50	0.0273 ± 0.016	0.0351 ± 0.0191	0.0327 ± 0.019	0.2751	0.3988	0.9063
−40	0.0601 ± 0.0328	0.0712 ± 0.03	0.0744 ± 0.0278	0.3939	0.2590	0.9196
−30	0.1173 ± 0.0495	0.1328 ± 0.0372	0.147 ± 0.042	0.4851	0.2179	0.6024
−20	0.2195 ± 0.0576	0.2277 ± 0.045	0.2414 ± 0.061	0.8606	0.6441	0.7995
−10	0.3531 ± 0.056	0.3351 ± 0.0521	0.3464 ± 0.0749	0.5221	0.9636	0.8870
0	0.4924 ± 0.0512	0.4451 ± 0.0543	0.4528 ± 0.0843	0.0421	0.3331	0.9467
+10	0.6285 ± 0.0417	0.5532 ± 0.0587	0.5621 ± 0.0962	0.0052	0.1229	0.9504
+20	0.7567 ± 0.033	0.6628 ± 0.0659	0.6707 ± 0.1023	0.0031	0.0585	0.9688
+30	0.8807 ± 0.0192	0.7643 ± 0.0753	0.7792 ± 0.1043	0.0013	0.0471	0.9234
+40	1 ± 0	0.8662 ± 0.0895	0.8875 ± 0.11	0.0008	0.0511	0.8892

*Note*: Values are the mean ± SD of type II hair cell (*n* = 12) normalized steady‐state current recorded at each test potential in control conditions (CTRL), after linopirdine (LPD) perfusion and after washout (WASH). Statistical analysis was performed using a mixed‐effects model followed by Tukey's multiple‐comparisons test. Reported *P*‐values are Tukey‐adjusted exact *P*‐values.

**TABLE A3:** Numerical values underlying Figure 5a,b.

Voltage (mV)	CTRL (pA; mean ± SD)	LPD 10 µM (pA; mean ± SD)	WASH (pA; mean ± SD)	CTRL vs. LPD (adjusted *P*‐value)	CTRL vs. WASH (adjusted *P*‐value)	LPD vs. WASH (adjusted *P*‐value)
−70	0	0	0	–	–	–
−60	0.0602 ± 0.0165	0.0671 ± 0.0209	0.0669 ± 0.0216	0.5493	0.5257	0.9953
−50	0.1367 ± 0.0244	0.1456 ± 0.0355	0.1423 ± 0.0412	0.7145	0.8734	0.3918
−40	0.2214 ± 0.0308	0.2298 ± 0.0484	0.2184 ± 0.0541	0.8678	0.9811	0.0359
−30	0.309 ± 0.0389	0.3177 ± 0.0575	0.2982 ± 0.0611	0.9072	0.8384	0.0125
−20	0.4029 ± 0.0418	0.4076 ± 0.0638	0.3809 ± 0.0631	0.9793	0.5885	0.0031
−10	0.4992 ± 0.0425	0.4988 ± 0.0707	0.4668 ± 0.0635	0.9999	0.4327	0.0063
0	0.599 ± 0.0402	0.5897 ± 0.0784	0.5488 ± 0.0609	0.9513	0.1935	0.0081
+10	0.699 ± 0.0356	0.6801 ± 0.0817	0.6319 ± 0.0589	0.8304	0.1036	0.0102
+20	0.8053 ± 0.0284	0.77 ± 0.0857	0.7131 ± 0.0552	0.5264	0.0320	0.0153
+30	0.9052 ± 0.0145	0.8575 ± 0.091	0.7885 ± 0.0493	0.3459	0.0062	0.0207
+40	1 ± 0	0.9396 ± 0.0921	0.8626 ± 0.0498	0.2214	0.0019	0.0497

*Note*: Values are the mean ± SD of type I hair cell (*n* = 8) normalized peak current recorded at each test potential in control conditions (CTRL), after linopirdine (LPD) perfusion and after washout (WASH). Statistical analysis was performed using a mixed‐effects model followed by Tukey's multiple‐comparisons test. Reported *P*‐values are Tukey‐adjusted exact *P*‐values.

**TABLE A4:** Numerical values underlying Figure 5c,d.

Voltage (mV)	CTRL (pA; mean ± SD)	LPD 10 µM (pA; mean ± SD)	WASH (pA; mean ± SD)	CTRL vs. LPD (adjusted *P*‐value)	CTRL vs. WASH (adjusted *P*‐value)	LPD vs. WASH (adjusted *P*‐value)
−70	0	0	0	–	–	–
−60	0.0728 ± 0.0345	0.0835 ± 0.0379	0.0876 ± 0.0384	0.4466	0.3684	0.5480
−50	0.164 ± 0.0523	0.1778 ± 0.0653	0.1823 ± 0.0748	0.6682	0.6267	0.6318
−40	0.2621 ± 0.0582	0.2733 ± 0.0835	0.2716 ± 0.0978	0.8818	0.9371	0.9509
−30	0.355 ± 0.0634	0.3624 ± 0.0986	0.3537 ± 0.1088	0.9667	0.9991	0.4073
−20	0.4478 ± 0.0637	0.4487 ± 0.109	0.431 ± 0.112	0.9996	0.8812	0.0967
−10	0.5439 ± 0.0557	0.5337 ± 0.1139	0.5061 ± 0.1109	0.9546	0.5579	0.0529
0	0.6430 ± 0.0459	0.6158 ± 0.1189	0.5808 ± 0.1107	0.7645	0.2654	0.0426
+10	0.7385 ± 0.0358	0.6945 ± 0.1187	0.6533 ± 0.1084	0.5050	0.1093	0.0322
+20	0.8328 ± 0.0257	0.7709 ± 0.1178	0.7239 ± 0.1012	0.2938	0.0422	0.0327
+30	0.9193 ± 0.0121	0.8435 ± 0.1166	0.7868 ± 0.0898	0.1976	0.0171	0.0439
+40	1 ± 0	0.909 ± 0.1108	0.8569 ± 0.0779	0.1176	0.0084	0.0704

*Note*: Values are the mean ± SD of type I hair cell (*n* = 8) normalized steady‐state current recorded at each test potential in control conditions (CTRL), after linopirdine (LPD) perfusion and after washout (WASH). Statistical analysis was performed using a mixed‐effects model followed by Tukey's multiple‐comparisons test. Reported *P*‐values are Tukey‐adjusted exact *P*‐values.

**TABLE A5:** Numerical values underlying Figure 6.

Gene	Fold change (mean ± SD)	*P*‐value
*CABI*	1.98 ± 1.83	0.4539
*CARE*	0.98 ± 0.74	0.4222
*MYOS*	1.77 ± 1.17	0.4419
*KCNQ2*	0.40 ± 0.17	0.0013
*KCNQ4*	n.d.	–
*kcnq5*	0.31 ± 0.29	0.0068
*kcna3*	0.80 ± 0.66	0.1569
*kcna4*	1.06 ± 0.94	0.9696
*kcna10*	11.83 ± 13.86	0.0040
*kcnb1*	0.83 ± 0.65	0.1851
*kcng4*	3.12 ± 2.53	0.0720
*kcnh7*	0.88 ± 0.84	0.3226
*kcnj2*	11.54 ± 9.61	0.0002
*kcnj5*	0.54 ± 0.47	0.0226
*kcnj11*	1.64 ± 1.80	0.5747
*hcn1*	0.83 ± 0.71	0.2640

*Note*: Relative gene expression is presented as the fold change (2^−ΔΔ^ *^Ct^*) relative to embryonic day 16 (baseline = 1) and expressed as the mean ± SD (*n* = 4 independent experiments). Statistical analyses were performed on Δ*Ct* values using Student's two‐tailed unpaired *t*‐tests. Exact *P*‐values are reported.

How the deposited data were processed for this re-analysis (not part of the article)

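The files hold 3 RNA libraries of the chicken embryo, 1 of a type I hair cell at E20, 1 of a type II hair cell at E19 and 1 of whole ampullary cristae pooled from 22 embryos at E16. Each condition has 1 library. No value has a replicate, no test between conditions was made, and no standard error or p-value is given. The patch-clamp and RT-PCR experiments were not analysed here.

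For each library the authors deposited an estimated count of reads for each of 30108 Ensembl genes, which need not be whole, and the TPM of each gene within the library. For the whole organ the paper names the Illumina DRAGEN pipeline with default settings and the Ensembl GRCg7b genome. For the single cells its text names no pipeline, and the gene identifiers are the same. Nothing in the deposited estimated counts is normalized between libraries, whereas the deposited TPM depend on all genes of a library and move when a few genes take a large part of the reads. The gene with the most reads took 11.1% of the type I, 7.76% of the type II and 2.08% of the whole-crista library. The table of gene names that comes with each library is identical in the 3 libraries. It names 15097 genes and gives the identifier alone for 15011, so that channel genes without a symbol cannot be recognised. Symbols were matched to a single RefSeq gene of GRCg7b for 13902 genes, for chromosome, start, end and gene type.

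The libraries hold 10779664, 11943061 and 67428006 estimated reads. A gene was called detected with at least 1 estimated read. Levels are estimated reads, rounded for the exact Poisson 95% interval, and TPM as deposited, and a gene without a read has a limit of 3 reads of the total. Shares have exact binomial 95% intervals. The ratio of type I to type II TPM has the exact interval of a ratio of Poisson counts. The overlap of the genes detected in both hair cells was set against the overlap expected if detection were independent within 50 bins of whole-crista TPM. For a gene without a read, the share of the 200 genes nearest in whole-crista TPM that also had none was taken. Intervals cover counting error only.

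These choices were fixed before the data were examined, with their alternatives. The alternatives for detection were reads above 0, at least 3, 5 or 10 reads, at least 1 or 10 TPM, genes with a symbol, protein-coding genes, and libraries thinned to the shallower hair cell, with its 10779581 whole reads, as the mean of 100 draws. For the ratios they were reads scaled to library size (CPM), CPM without mitochondrial genes, and the median ratio of the 1687 genes with at least 10 reads in both cells. For the other results they were 20 bins, 100 neighbours, and the share of TPM in place of reads. The comparison of levels between the hair cells over genes with at least 100 or 1000 reads, and the share of genes with few reads that were seen in the other cell, were chosen after the values were seen. The genes named are those the paper names, the channel genes detected in a hair cell, the 10 nuclear genes with a symbol and the highest TPM in each hair cell, the 5 with the highest TPM in 1 hair cell and no read in the other, and the W- and Z-linked genes as a set. Lists of marker genes of hair cells, supporting cells, glia, neurons, mesenchyme, erythroid cells, melanocytes, endothelium, immune cells and dark cells were fixed at the same time. Other genes are named in the closing section and were chosen after their values were seen.

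The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data for the 30108 genes. In 20 simulated pairs of independent cells the observed overlap was on average 0.995 times the expected one, and 4.02 times in 20 pairs that shared a cDNA. The shared pairs were made by copying a set share of the calls of 1 cell, so the 4.02 follows from that setting. Simulated detection also rose less steeply with abundance than in the hair cells, so that value is no yardstick for them. For a share of genes without a read set to 0.7, the 200 neighbours gave 0.708 on average. In 2 draws from 1 library, the 879 genes with at least 1000 reads in both cells had a spread of their log2 ratio 1.02 times its counting expectation.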

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

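All tests in this part were chosen after the result was seen. In both hair cells 4 channel genes outside those the paper discusses had estimated reads. They lay above the limit of a count of 0, except *Scn11a* in the type II hair cell, whose interval takes it in, and there are no control samples to set them against. *Kcng1* had 2112 estimated reads in the type I and 2923 in the type II hair cell, *Kcns1* 428 and 328, *Kcne1* 338 and 320.1, and *Scn11a* 22.0 and 7.00. Their reads in the whole crista were 3234, 665, 28268 and 2226. *Kcng1* (ENSGALG00010014148, chromosome 20, 13705057 to 13718916) and *Kcns1* (ENSGALG00010021503, chromosome 20, 5517442 to 5529376) encode modifier subunits of voltage-gated K+ channels, and *Kcne1* (ENSGALG00010012863, chromosome 1, 105974672 to 105983096) an auxiliary K+ channel subunit.

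Reads passed on from the whole-crista library do not account for them. Such reads would bring every abundant gene of the organ, and of the 1389 genes with at least 10000 reads in the organ 734 had no read in either hair cell. The reads of *Scn11a* could have been split between related sodium channel genes in the counting, but they lie within 0.005 of whole reads in both cells, which split reads would seldom do. A whole read placed on the wrong gene stays open. *Kcne1* is also a marker of dark cells, the K+-secreting cells at the edge of the crista. The other 3 of the 4 dark-cell genes with at least 10 reads in the organ had none in the hair cells, but 86.4% of all 16157 such genes had none in the type I hair cell, so RNA from dark cells cannot be told apart from expression in the hair cells. Expression that differs between hair cell types was not tested, with 1 cell of each.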

How the results depend on the processing

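The results of this part were recomputed under the alternatives fixed for each before the data were examined, and no alternative was added later. The marker lists, the complexes, gene length and the comparison of levels between the cells were not recomputed under alternatives. No paired analysis was possible because each condition has 1 library.

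The numbers of genes detected in the type I hair cell (2340), the type II hair cell (2381) and both (1975) stayed within 1.5 times under all alternatives but those in TPM. At 10 TPM they were 1234, 1191 and 1178, and at 1 TPM the type II hair cell had 1581. The genes of 1 hair cell alone depended on the threshold. From 365 in the type I and 406 in the type II hair cell they went to 165 and 208 with at least 3 reads, 114 and 93 with 5 reads, 84 and 26 with 10 reads, 75 and 14 at 1 TPM, and 56 and 13 at 10 TPM. A threshold of 5 reads therefore also turned around which cell had more genes called in it alone. At raised thresholds such a gene can have reads below the threshold in the other cell. With genes that have a symbol they were 193 and 217, and with protein-coding genes 186 and 214, as fewer genes enter. Above 0 reads and after thinning they stayed within 1.5 times.

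At 10 TPM the entries of Table 2 that match fell to 13, the genes detected in the whole crista from 18001 to 8550 and the RT-PCR targets detected there to 3. The other alternatives moved these by at most 1.5 times, as did all alternatives for Table 3 and for the channel genes of both hair cells, with 10 to 15 and 10 to 14 genes. Of 219 calls of a named gene in a library, none changed above 0 reads, 8 were lost with at least 3 reads, 11 with 5, 18 with 10, 24 at 1 TPM and 61 at 10 TPM, and none was gained.

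The overlap of both hair cells was 3.52 times the expected one, and 3.77, 3.91 and 4.04 times with at least 3, 5 and 10 reads, 4.06 times at 1 TPM and 3.64 times with 20 bins. Of the genes nearest to *Calb1*, 88.0% had no read in either cell, 92.5% were below 3 reads and 94.0% below 5 reads, below 10 reads and below 1 TPM. For *Myo7a* the share rose from 89.5% to 93.5% below 10 reads and below 1 TPM. For *Calb2* all alternatives stayed within its interval.

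The ratio of type I to type II level of *Kcna10*, 0.928 in TPM, reversed to 1.04 on CPM and 1.02 on CPM without mitochondrial genes. No other ratio changed direction. For *Kcnj16* the counting interval held 1 in TPM and after division by the median ratio, but not on CPM (2.22, 1.03 to 5.06) or on CPM without mitochondrial genes (2.17, 1.01 to 4.96). The share of mitochondrial genes rose from 5.50% of the reads to 10.1% of TPM in the type I, from 7.38% to 14.8% in the type II hair cell and from 0.879% to 2.50% in the whole crista. For these changes the cause was not tested. Thinned to the reads of the shallower hair cell, the whole crista still had 16892.3 genes. Every difference between the hair cells in Table 3 rests on genes with under 5 reads.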

Differences from the paper's values

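None of the gene numbers that the paper states for the hair cells differed by more than 1.5 times from those found here with at least 1 read. The statements that follow differ.

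Table 3 ticks *Chrna10* for the type I hair cell, *Fat4* for the type II hair cell and *Sox2* for both, while the Discussion places *Fat4* in the type I hair cell. All had 0 estimated reads in both cells, so no threshold tried here calls them. The Discussion reports *Kcnip4* and *Tmc2* in both cell types, and each had 0 reads in both cells under every setting.

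The Discussion lists *Ctbp2* among the transcripts of both cells and Table 3 for the type I hair cell alone. It had 2 reads in the type I and 0 in the type II hair cell. For *Spp1* the Discussion names both cells and Table 3 the type I hair cell alone, and the reads were 2 and 1. With at least 3 reads, neither gene was detected in a hair cell.

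The paper gives *Scn9a* as the only Na+ channel α-subunit transcript. *Scn11a* had 22 reads in the type I and 7 in the type II hair cell, and was lost from the type II hair cell at 10 reads. At 1 TPM it was lost from both cells, and *Scn9a* remained in the type I hair cell.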

Other observations

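The tests of overlap by abundance, of *Myo7a*, *Calb1* and *Calb2*, and of supporting-cell RNA were written before the data were examined. All other tests in this part were chosen after the result was seen.

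Both hair-cell libraries held the same genes at like levels, although they came from cells of different type and age. Of the 1401 genes with at least 100 estimated reads in either cell, none lacked a read in the other, and 2 lay more than 10-fold apart, both without a symbol. Across the 1327 genes with at least 100 reads in both, Pearson's r of log2 reads was 0.990 and Spearman's rho 0.989. Over the 1297 of them that also had 100 reads in the whole crista, rho with the organ was 0.186 for the type I and 0.174 for the type II hair cell. These are correlations across genes, which are not independent replicates. At the same time most genes of the organ had no read in either cell. Of 299 genes at 500 TPM or more in the whole crista 81 had none in either, among them *Ywhaz* with 88374 reads in the organ, *Cox4i1* with 20121 and *Eif4g2* with 132104.

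Several explanations can be set against these values. The abundance of transcripts in the organ alone would give as many shared genes as independent detection within abundance bins does, but the overlap of 1958 genes was 3.52 times the expected 556.3. A restricted use of genes by hair cells would spare complexes that every cell needs. Of 90 subunits of the proteasome, respiratory complex I, translation initiation factor 3, chaperonin CCT and the ARP2/3 complex at 10 TPM or more in the organ, 58.9% had no read in either cell, 36 had reads in both and 1 in a single cell. For the proteasome, 9 of 31 subunits were present in both cells, *Psmc5* with 24114 reads in the type I hair cell, and 22 absent from both. Independent random loss in separate cells would leave 38.9 subunits in a single cell, and the 1 observed is 2.57% of that. Length of the gene was not the cause either, as the detected share differed by 4.80 percentage points between classes of gene length. A library deposited or sequenced again under another name would spread by counting error, whereas the log2 ratio of the 879 genes with at least 1000 reads in both spread 10.2 times as much. Nor would a small share of reads passed between the libraries leave 96.9% of the genes with at least 100 reads in either cell within 2-fold.

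2 explanations stay open. A candidate explanation is cDNA shared by both libraries before or during their preparation. Of the genes with 5 to 9 reads in the type I hair cell, 68.9% had a read in the type II hair cell, less than the 99.5% from counting error (62.8% against 99.0% in the other direction). This does not decide, since several amplified reads can come from a single molecule. For genes with at least 1000 reads, the SD of the log2 ratio was 0.33, and the spread that separate preparations of a shared cDNA give was not measured here. The other is that both cells were alike in expression and that transcripts were lost by their sequence in the same way in each. The 81 abundant genes missing from both do not decide this, and base composition was not computed without a genome. These explanations cannot be told apart with 1 cell of each type. Either way, the absence of a transcript from both cells, and its presence in both, are not 2 independent observations, if the libraries share their losses.

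Levels of the 13 mitochondrial genes were spread widely within each hair cell. *Cox3* had 303859 reads in the type I and 442609 in the type II hair cell, the adjoining *Atp6* 82 and 56, and *Nd4* 0 and 5, with others between, such as *Nd2* with 2659 and 3024. *Atp8* and *Nd4l* had none in both. In the whole crista the first 3 had 233340, 43206 and 22861 reads.

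*Myo7a* and *Calb1* lay among genes most of which were not seen in either cell, whereas most genes at the level of *Calb2* were seen. No read in either cell was found for 89.5% of the genes nearest to *Myo7a*, 88.0% of those nearest to *Calb1* and 41.5% of those nearest to *Calb2*. The bar of 5% set for sampling at that abundance could not have been missed, because even at 1000 TPM or more in the organ 15.8% of the genes had no read in either cell. Nor does a level in the organ give the level in a hair cell. Whether sampling or a low level in these cells left the 3 genes unseen was therefore not decided.

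Supporting-cell RNA was tested with 15 genes of the list, of which the paper names 4 (*Agr3*, *Coch*, *Gjb6* and *Lfng*). The median ratio of type I hair-cell to whole-crista TPM over the list was 0, against 0.000591 for *Lfng*, the smallest of the 4. Since 86.4% of genes with at least 10 reads in the organ had no read in the type I hair cell, a median of 0 arises with or without RNA from supporting cells, and the sources cannot be told apart. The type II hair cell had a median of 0 too, and 0 reads of *Lfng*. Other genes of the list with reads were *Sox9*, with 5858 and 5148, and *Slc1a3*, with 1168 and 1161.

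Of the other lists, counted over genes with at least 10 reads in the organ, mesenchyme had 4 of 8 genes in each hair cell, with 7113 and 5292 reads of *Col1a1* and 3221 and 2404 of *Col1a2*, but none of *Col3a1*. Glia had 2 of 8, *Sox10* with 2612 and 3120 reads among them. Dark cells had 1 of 4. Neurons had 0 of 10, erythroid cells 0 of 4, melanocytes 0 of 4, endothelium 0 of 5 and immune cells 0 of 3. *Hba1*, at 22447 TPM in the organ, had no read in the hair cells.

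Among the most abundant nuclear genes with a symbol by TPM were *Ocm1*, *Oaz1*, *Rplp1*, *Tesc*, *Actg1*, *Polr2l*, *Rps15*, *Cox6a1* and *Aplp2* in the type I hair cell, and *H3-3b* and *Atp5c1* were among the first 10 of the type II hair cell. A gene without a symbol, ENSGALG00010000588, took 1193530 reads in the type I and 927078 in the type II hair cell. The 14 W-linked genes matched by symbol had 29.0 reads in the type I, 3.00 in the type II hair cell and 19596 in the pooled crista, and the 664 Z-linked genes 260974, 285042 and 2909157.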
